# Conserved roles of GATA4 and its target gene *TBX2* in regulation of human cardiogenesis

**DOI:** 10.1242/bio.062553

**Published:** 2026-06-15

**Authors:** Nicola Graham, Pavel Kirilenko, Ilya Patrushev, Ewan D. Fowler, Peter Kille, Michael Gilchrist, Nick D. L. Owens, Branko Latinkic

**Keywords:** Cardiogenesis, GATA4, *Xenopus*, Human iPSCs

## Abstract

The transcription factor GATA4 is a key mediator of cardiogenesis, regulating this process through the expression of downstream target genes, only a subset of which have been identified. Using a gain-of-function model based on pluripotent ectoderm explants from *Xenopus* embryos expressing GATA4, we identified a set of GATA4 targets that are also regulated by cardiogenic Nodal signalling. GATA4 was shown to be required for the expression of the target genes *tbx2* and *prdm1*, both of which were subsequently found to have roles of their own *in vivo*, as downregulation of *tbx2*, a positive target, and overexpression of *prdm1*, a negative target, interferes with cardiac development in *Xenopus* embryos. The conservation of the *GATA4-TBX2-PRDM1* regulatory relationship was demonstrated in human induced pluripotent stem cell-derived cardiomyocytes. Loss of GATA4 function resulted in downregulation of *TBX2*, upregulation of *PRDM1* and failure of cardiogenesis. GATA4-deficient cells failed to form normal cardiomyocytes, with most cells adopting alternative fates and only a small minority displaying an aberrant cardiomyocyte phenotype. Genome-wide transcriptomic analysis documented a marked reduction in cardiomyocyte and endothelial cell transcriptomes, accompanied by upregulation of transcriptional profiles associated with smooth muscle cells and fibroblasts. Disruption of *TBX2* led to the formation of cardiomyocytes with hypertrophic-like features consistent with maladaptive remodelling. In addition, although *PRDM1* was not essential for cardiomyocyte formation, it appeared to play a role in fine-tuning the timing and levels of gene expression. Together, these findings establish a conserved regulatory relationship between GATA4 and its target genes *TBX2* and *PRDM1* and suggest important roles for these factors in modulating cardiomyocyte development.

## INTRODUCTION

Heart development and homeostasis are controlled by the collective action of numerous transcription factors (TFs), which come together to form complex and dynamic gene regulatory networks (GRNs) that define and maintain cellular identity. Disruption of the cardiac GRN is associated with the development of congenital heart defects (CHDs) and cardiovascular disease (CVD) in later life (Fahed et al., 2014; Tan et al., 2002). The established core network of TFs that orchestrate cardiac development includes GATA4/5/6, NKX2-5, HAND1, 2, TBX2/5/20 and proteins belonging to the MADS domain family such as MEF2 and SRF (Akerberg and Pu, 2020; Bruneau, 2013; Olson, 2006; Paige et al., 2015). Evidence from mouse knockout models has shown that the absence of any one of these factors results in an array of severe cardiac defects that almost invariably lead to embryonic lethality (Bruneau et al., 2001; Firulli et al., 1998; Koutsourakis et al., 1999; Kuo et al., 1997; Srivastava et al., 1997; Stennard et al., 2005; Watt et al., 2004), highlighting the vulnerability of cardiac GRNs to perturbation.

GATA4 is a core member of the cardiac GRN with well-documented roles in all stages of heart development as well as in postnatal life. Early experiments in mice identified an indirect role for GATA4 in visceral endoderm, which is essential for cardiac morphogenesis in the overlying mesoderm (Kuo et al., 1997; Molkentin et al., 1997). Subsequent studies have identified cell-autonomous roles for GATA4 in the developing heart (Watt et al., 2004; Zeisberg et al., 2005). For example, a heterozygous dominant mutation, G296S, was strongly associated with CHD, including a range of severe atrial and ventricular septal defects often requiring surgical correction (Garg et al., 2003). In contrast, heterozygous mice carrying the corresponding mutation developed only mild defects in postnatal atrial septal closure (Misra et al., 2012), highlighting the limitations of mouse models of CHD. Cardiomyocytes (CMs) generated from GATA4 (G296S) patient-derived induced pluripotent stem cells (iPSCs) show defects in contractility and metabolism (Ang et al., 2016). The molecular basis for this phenotype was shown to be the inability of the mutant GATA4 protein to recruit TBX5 to common targets in chromatin, leading to downregulation of cardiac targets and to aberrant de-repression of endothelial targets (Ang et al., 2016).

In addition to being required for heart development, GATA4 is sufficient to drive CM differentiation in permissive embryonic cells, either on its own in pluripotent ectodermal explants from *Xenopus* embryos (Latinkić et al., 2003) or together with Baf60c in mouse early embryonic mesoderm (Takeuchi and Bruneau, 2009). Furthermore, GATA4 is used in most cocktails of cardiac TFs for reprogramming of non-cardiac cells to CMs (Garry et al., 2022). For example, *GATA4*, along with additional cardiac GRN members *MEF2* and *TBX5*, is sufficient for reprogramming of fibroblasts to CMs (Garry et al., 2022; Xie et al., 2022). The GATA4 requirement for normal cardiac development, as outlined above, and the ability of GATA4 to steer the genomic programme of non-CMs towards a CM fate reaffirm it as a key component of the cardiac GRN.

Mechanistic studies focused on mapping of GATA4 occupancy sites in chromatin in models such as mouse embryos, human iPSC-derived CMs (iPSC-CMs) and adult hypertrophic hearts are beginning to identify the roles of GATA4 at the chromatin level by defining its stage-, signal- and cell-type-specific targets. Besides the core cardiac GRN, numerous additional TFs regulate multiple aspects of cardiac development such as cardiac cell type diversification and morphogenesis. The emerging expanded cardiac GRN includes genes such as *TBX2*, shown to regulate the formation of the atrioventricular canal (AVC) by repressing the transcriptional programme for chamber CMs. To describe an expanded cardiac GRN, it will be necessary to obtain a better knowledge of regulatory relationships between its nodes.

A simple model for studying the cardiac GRN is offered by overexpression of GATA4 in pluripotent ectodermal explants from blastula stage *Xenopus* embryos. GATA4 activity is sufficient to reprogram explant cells fated to become epidermis towards CMs and is enhanced further by Wnt antagonism in a process, which mimics normal heart development by producing beating cardiac tissue (Latinkić et al., 2003). In this model, GATA4 also induces endothelial cells as well as anterior endoderm, in keeping with its known roles *in vivo*.

Pluripotent explants from *Xenopus* embryos can also be directed towards CM fate by Nodal/Activin signalling, the principal inducers of mesoderm and endoderm in vertebrate embryos (Logan and Mohun, 1993; Takahashi et al., 2000). In *Xenopus* explants, Nodal signalling acts in a concentration-dependent manner, with a high dose required for induction of endoderm and CMs and a lower dose for skeletal muscle (Logan and Mohun, 1993; Takahashi et al., 2000).

We used both GATA4 and Nodal cardiogenic triggers to identify and characterise putative components of the cardiac GRNs as co-regulated differentially expressed genes (DEGs). A subset of DEGs was validated as GATA4 targets *in vivo* as well as in explants. Interference with the normal expression of two such targets, *tbx2* and *prdm1*, is shown to affect heart development in *Xenopus* embryos.

The wider relevance of the data obtained in *Xenopus* is demonstrated by identifying the essential roles of GATA4 and its target gene *TBX2* in the differentiation of human iPSC-CMs.

## RESULTS

### Identification of GATA4 targets under cardiogenic conditions

To dissect the genomic programme for cardiogenesis regulated by GATA4, we employed a well-established gain-of-function model using pluripotent ectodermal explants from blastula-stage *Xenopus* embryos (Latinkić et al., 2003). As GATA4 plays key roles in the development of multiple cell types of mesodermal and endodermal origin and is sufficient to specify endodermal, endothelial and blood cells in *Xenopus* animal cap explants, we designed an experimental approach for the selection of cardiogenesis-related genes regulated by GATA4. This consisted of defining a set of genes regulated by cardiogenic conditions: GATA4 (G4); GATA4 in the presence of Wnt antagonist Dkk-1 (G4D), which enhances cardiogenesis; and high levels of Nodal/Activin signalling, known to induce cardiogenesis (Fig. 1; Fig. S1). At the same time, these genes were not regulated by a lower level of Nodal/Activin, which induces skeletal but not cardiac muscle and by Dkk-1 alone (Fig. 1; Fig. S1). In this model, it takes approximately 2 days for GATA4 to induce cardiac differentiation as assessed by the expression of CM markers (Fig. 1A; Fig. S1A).

**Fig. 1.**
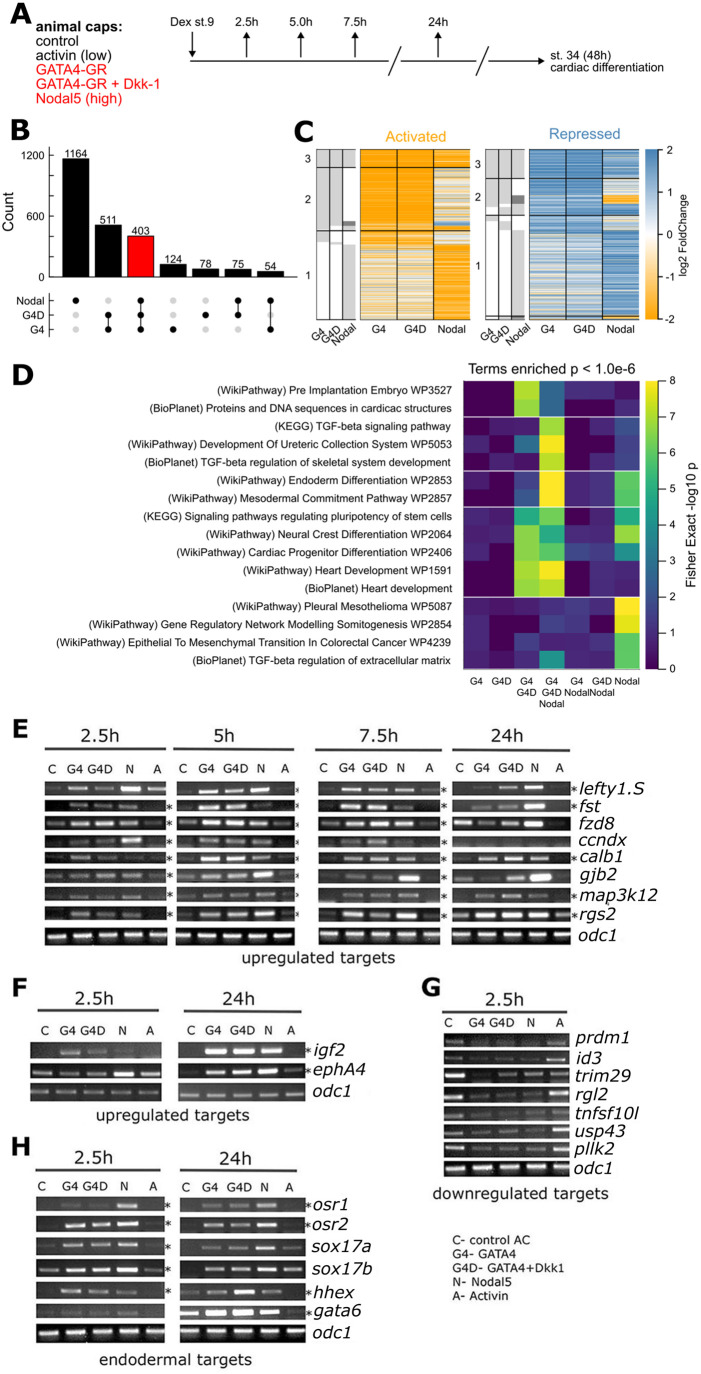
**Identification and validation of cardiogenesis-related targets of GATA4.** (A) Experimental outline. Animal cap explants from blastula-stage embryos were excised and incubated for the indicated time before being harvested and subjected to RNA-seq analysis. The samples injected with mRNAs coding for proteins known to induce cardiac tissue are indicated in red. GATA4-GR was activated by incubation in 1 µM DEX. The control samples were uninjected animal cap explants. Animal caps treated with a low dose of soluble activin, known to induce skeletal but not cardiac muscle (Fig. S1), were used as an additional control and a method to select genes responsive to cardiac-inducing conditions. st., stage. (B) UpSet plot describing intersection of DEGs irrespective of time point compared to control. Bars indicate the total number of genes differentially expressed in combination of conditions indicated in the lower plot at any time point. (C) A heatmap showing genes activated and repressed per condition irrespective of time point. Left grey heatmap indicates whether a gene was significantly differentially expressed in the indicated condition. A corresponding heatmap divided per time point is shown in Fig. S1E. (D) Gene set enrichment calculated using Enrichr. The heatmap shows −log10 FDR for enrichment of the indicated term for gene sets defined by the UpSet plot in B, within WikiPathways, BioPlanet and Kyoto Encyclopedia of Genes and Genomes (KEGG) annotations. The heatmap is divided into five classes of differing enrichment responses. Gene set enrichments for GO are provided in Fig. S2, and the table of all tested terms is provided in Table S1. (E,F) RT-PCR validation of a subset of upregulated DEGs. Time points where each DEG was validated are indicated by an asterisk. *odc1* expression is used as a loading control. The same *odc1* data are shown in all panels where the same cDNA samples were used (Fig. 1E,G,H, Fig. 2A,D; Fig. S3A). (G) RT-PCR validation of downregulated DEGs at 2.5 h of incubation. All DEGs were validated as downregulated by GATA4-GR, GATA4-GR+Dkk-1 and Nodal 5 compared to the level of expression in uninjected or Activin-treated animal caps. (H) RT-PCR validation of DEGs linked with endoderm development at 2.5 and 24 h. Time points where each DEG was validated are indicated by an asterisk.

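All 1937 gene models called with both GATA4-GR and GATA4-GR+Dkk-1 irrespective of time point changed in the same direction, 1303 activated and 634 repressed. Of the models called with all 3 treatments, 96.7% changed in the same direction, with 422 activated and 369 repressed in each. Because the treatments share control libraries, a deviation of a control library moves all 3 fold changes together. In the shared test, 94.4% of the models called with all 3 treatments had the same direction. There repressed models were in the majority, with 174 activated and 330 repressed. The following models are given by identifier and were chosen after their values were seen, from the models past the threshold with every treatment and changed in 1 direction in all 12 comparisons. Xelaev16000169m.g had a log2 fold change of 7.15 with GATA4-GR (standard error 0.883, adjusted p = 0.000947 from edgeR's quasi-likelihood test), 6.86 with GATA4-GR+Dkk-1 (standard error 0.877, adjusted p = 0.0013) and 7.90 with Nodal5 (standard error 0.914, adjusted p = 0.000741). Its Nodal5 value lost the threshold when only the control and Nodal5 libraries were fitted. Xelaev16009372m.g had log2 fold changes of -3.28 (standard error 0.532, adjusted p = 0.0046), -3.99 (standard error 0.557, adjusted p = 0.00211) and -9.46 (standard error 0.864, adjusted p = 0.000146) with GATA4-GR, GATA4-GR+Dkk-1 and Nodal5. The other models picked were less stable. Xelaev16060443m.g had log2 fold changes of 6.897, 6.397 and 7.133 with these treatments (adjusted p = 0.0364, 0.0493 and 0.0438) and at most 4 counts in any control library, and with all 3 treatments it lost the threshold when the 2.5, 5 or 7.5 h libraries were left out. Xelaev16072111m.g had log2 fold changes of -4.16, -4.18 and -9.96 (adjusted p = 6.71e-05, 6.82e-05 and 2.34e-06). Its control libraries held 6357 counts at 24 h and at most 7 at the earlier time points, and without the 24 h libraries it lost the threshold with every treatment, with adjusted p = 0.251, 0.142 and 0.137. DESeq2's Wald test did not call it with GATA4-GR (adjusted p = 0.201) or GATA4-GR+Dkk-1 (adjusted p = 0.109).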

**Fig. 2.**
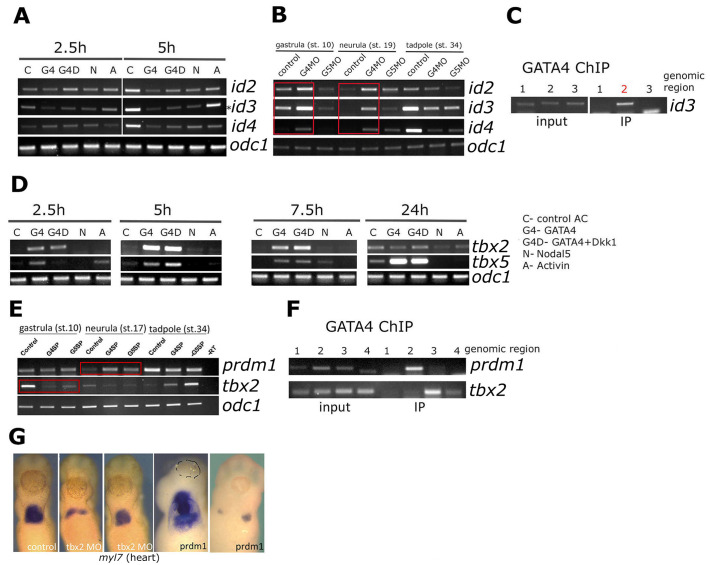
***id3*, *tbx2* and *prdm1* are regulated by GATA4.** (A) RT-PCR analysis for the expression of *id2-id4* genes in control (uninjected), GATA4-injected, GATA4+Dkk-1-injected, Nodal-5-injected and Activin-treated animal cap explants at 2.5 and 5 h after excision of animal cap explants and activation of inducible GATA4-GR by 1 µM DEX. *id3* is downregulated by cardiogenic conditions at 2.5 h and more strongly at 5 h. This contrasts with family members *id2* and *id4*, which were not picked up in the screen. *odc1* expression is used as the loading control. The same *odc1* data are shown in all panels where the same cDNA samples were used (Fig. 1E,G,H, Fig. 2A,D; Fig. S3A). (B) GATA4 is required for regulation of *id2-id4* gene expression *in vivo*. Embryos injected with control MOs, GATA4 MOs (G4MO) or GATA5 MOs (G5MO) were collected at indicated stages and analysed for expression of *id2-id4* and *odc1* by RT-PCR. Downregulation of GATA4 (G4MO samples) leads to upregulation of *id2-id4* expression at st. 10 and st. 19 (indicated by the red boxes), as assessed by RT-PCR. (C) GATA4 associates with the *id3* genomic locus. Three genomic regions containing GATA sites were amplified from genomic DNA (input) or from DNA immunoprecipitated (IP) by antibodies against HA-tagged GATA4. Region 2, but not 1 and 3, associates with GATA4. (D) Validation of *tbx2* and *tbx5* as GATA4 targets in animal cap explants. Samples collected at the indicated time points were analysed by RT-PCR for expression of *tbx2*, *tbx5* and *odc1*. *tbx2* is strongly induced by GATA4 and GATA4+Dkk-1 and weakly by Nodal 5 at 5 h; tbx5 is induced by all three cardiogenic conditions at 7.5 h and by GATA4 and GATA4+Dkk-1 at 5 and 24 h. (E) GATA4 is required for regulation of *prdm1* and *tbx2 in vivo*. *prdm1* expression in both GATA4 splice-blocking MO (G4SP) and GATA5 splice-blocking MO (G5SP) is upregulated compared to control MO-injected embryos at st. 17, whereas *tbx2* expression is downregulated upon GATA4 and GATA5 knockdown (indicated by red boxes). (F) GATA4 binds discrete genomic regions of *prdm1* and *tbx2*. Two additional GATA4-binding regions were identified for *prdm1* and are shown in Fig. S3B. Region 2 is the same as amplicon 12 in Fig. S3B. Sequences of all positive amplicons are shown in Fig. S3C. (G) Downregulation of *tbx2* and gain of function of *prdm1* lead to heart abnormalities *in vivo*. Ventral views of representative st. 34 embryos (anterior to the top) with the heart revealed by *myl7* WMISH. Injection of *tbx2* MO leads to cardia bifida or a smaller heart region. Injection of *prdm1* mRNA (‘prdm1’ in the figure) causes defective development of the heart (linear heart tube or cardia bifida). Additional examples and phenotype classification are shown in Fig. S3D,E. The dashed line outlines the cement gland in a sample in which it is not clear.

We focused on the early stages of the genomic programme, which was expected to include immediate-early and delayed-early targets, by sampling at 2.5, 5, 7.5 and 24 h after excision of animal cap explants and activation of inducible GATA4-GR fusion by addition of dexamethasone (DEX). 

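Animal cap explants, the pluripotent ectoderm of blastula-stage Xenopus laevis embryos, were left uninjected as control or injected with mRNA for GATA4-GR, for GATA4-GR together with the Wnt antagonist Dkk-1, or for Nodal5. GATA4-GR is GATA4 fused to the hormone-binding domain of the glucocorticoid receptor, so that it acts once DEX is added, here at 1 µM. Each of the 4 treatments was sampled at 2.5, 5, 7.5 and 24 h with about 50 explants per sample, giving 16 libraries and 1 library per treatment and time point. A difference at one time point therefore has no replicate check. The authors aligned the reads to the JGI v7.2 gene models and deposited the expected counts estimated by RSEM, which need not be whole because reads that match several models are divided between them. Among the models tested, 47.2% of the expected counts were not whole. Models that share reads, such as the homeologous copies of this allotetraploid genome, are uncertain for that reason. Total counts per library ranged from 14298419 to 23310242 in control (median 17669918), from 11339819 to 16390264 with GATA4-GR (median 15421197), from 13593005 to 21806144 with GATA4-GR+Dkk-1 (median 17417994) and from 11381810 to 23007105 with Nodal5 (median 15416410). The library names mark the 5 h libraries of all 4 treatments as sequenced again, so this batch coincides with a time point and not with a treatment. Counts were rounded to whole numbers, and 30958 of the 54142 gene models passed the filter on low counts. Changes shared by the 4 time points were tested with edgeR's quasi-likelihood test in a model of time point and treatment, which leaves 9 residual degrees of freedom and takes the variation of a treatment's effect between time points as its error. Changes at one time point were called with edgeR's likelihood ratio test, with dispersions taken from that same model. These calls set 1 library against 1 and describe those libraries. In simulated counts with 200 models changed by a log2 fold change of 2, the shared test recovered 199, and 8.29% of its calls were false. Calls irrespective of time point recovered 136 of the 200 with 20% false calls, above the nominal threshold of 0.1. The simulated change was the same at all 4 time points, in GATA4-GR alone and in models with a mean of at least 50 counts. These shares therefore do not cover effects that differ between time points or models with lower counts. The deposited table identifies genes only by model identifiers and does not pair them with gene names, so the genes named in the paper were not looked up.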

We performed poly(A)^+^ RNA sequencing (RNA-seq) and calculated DEGs at each stage relative to control. 

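Log2 fold changes against the control library of the same time point were compared across the 30958 gene models by Pearson's correlation. Gene models are not independent replicates, so no p-value is given. Within GATA4-GR the coefficient was 0.619 between 2.5 and 5 h, 0.581 between 2.5 and 7.5 h and 0.75 between 5 and 7.5 h, and it fell to 0.241, 0.328 and 0.377 between 24 h and these 3 earlier time points in turn. GATA4-GR+Dkk-1 gave 0.634, 0.608 and 0.737 among the early time points and 0.265, 0.354 and 0.394 with 24 h. Nodal5 gave 0.549, 0.361 and 0.647 among the early time points and 0.144, 0.276 and 0.385 with 24 h. Between treatments at the same time point, GATA4-GR and GATA4-GR+Dkk-1 gave 0.783 at 2.5 h, 0.863 at 5 h, 0.838 at 7.5 h and 0.913 at 24 h. GATA4-GR and Nodal5 gave 0.328, 0.26 and 0.274 at the early time points and 0.589 at 24 h. Treatments compared at the same time point share a control library, which raises these coefficients. Between different time points, which share no library, the median coefficient was 0.491 for GATA4-GR with GATA4-GR+Dkk-1 and 0.136 for GATA4-GR with Nodal5. The effect may also change with time, so these lower values do not measure the part of the shared library alone. Within GATA4-GR, Spearman's coefficient had a median of 0.43 among the early time points and 0.186 between 24 h and the earlier ones. For GATA4-GR with Nodal5 it was 0.247, 0.237, 0.304 and 0.592 at the 4 time points in order. The choice of gene models moved Pearson's early GATA4-GR median from 0.619 to 0.871 among the models called in that treatment. Those models were called for large changes in these same libraries, which raises the coefficient.

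**Figure D1:**
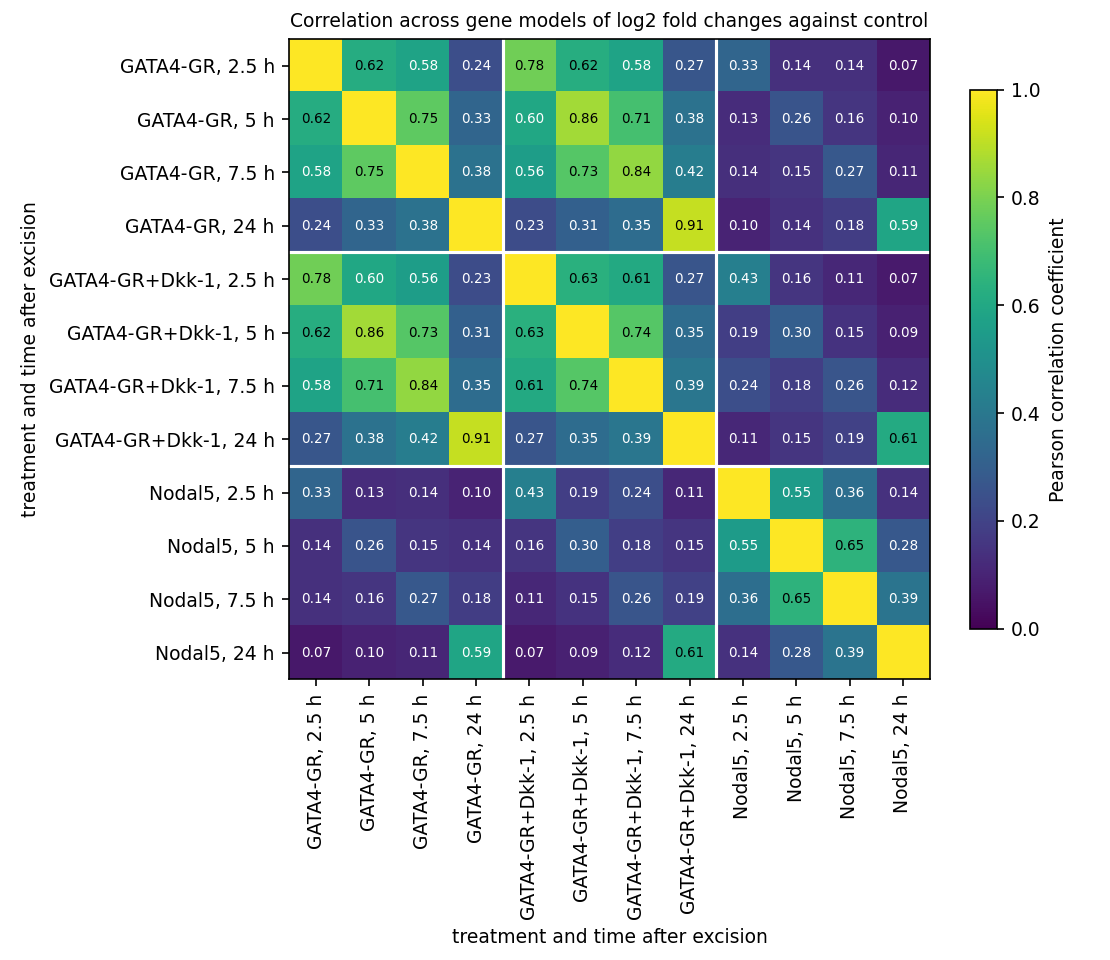
Pearson correlation coefficients across 30958 gene models between the log2 fold changes of every treatment and time point against the control library of that time point, on a colour scale from 0 to 1. The GATA4-GR and GATA4-GR+Dkk-1 libraries of the same time point have coefficients from 0.783 to 0.913, and the 24 h fold changes have lower coefficients with the early ones.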

The three conditions produced a highly concordant impact on gene expression for each time point (Fig. S1B-D); therefore, we combined these to define DEGs per condition. We found 1092 DEGs (690 activated and 402 repressed) for GATA4 (G4), 1067 (602 activated and 465 repressed) for GATA4+Dkk-1 (G4D), and 1696 (829 activated and 867 repressed) for Nodal. 

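Called with an adjusted p-value under 0.1 at the time point where it was smallest, 2894 gene models differed from control with GATA4-GR (1746 activated and 1148 repressed), 2994 with GATA4-GR+Dkk-1 (1794 activated and 1200 repressed) and 6592 with Nodal5 (2937 activated and 3655 repressed). GATA4-GR gave 157 calls at 2.5 h, 524 at 5 h, 522 at 7.5 h and 2549 at 24 h. GATA4-GR+Dkk-1 gave 110, 368, 556 and 2691 calls at these time points, and Nodal5 gave 186, 215, 272 and 6424. Of the calls irrespective of time point, 75.2% with GATA4-GR, 78% with GATA4-GR+Dkk-1 and 93.5% with Nodal5 were made at 24 h alone. At 2.5, 5 and 7.5 h together, 717, 658 and 429 models were called with the 3 treatments. The dispersions behind these calls include the 24 h libraries, which lowers the early counts. With the 24 h libraries left out of the dispersions, 2706, 2422 and 2190 models were called over the same 3 time points, and GATA4-GR gave 835 calls at 2.5 h, 1958 at 5 h and 1845 at 7.5 h. That setting made no calls at 24 h and so gives no share of calls made at 24 h alone. The shares above were computed only with dispersions taken over all time points. With a coefficient of variation fixed at 0.4, GATA4-GR gave 3463 calls at 24 h and 776 at 7.5 h. The counts depend on how the dispersions are estimated. A fold change threshold with no test, an absolute log2 fold change of at least 1, gave 14375 models with GATA4-GR. Dispersions estimated within each time point from its 4 libraries, a setting chosen after seeing the data, gave 0 calls, and in simulated counts that setting recovered 0 of 200 changed models. When only the trend of those dispersions was used, which was also chosen after seeing the data, GATA4-GR gave 1055 calls, with 418, 683, 608 and 282 at the 4 time points in order. Those 4 libraries are the 4 treatments, so differences between treatments count as dispersion in both settings. The shared test, which uses the 4 time points together, called 2321 models with GATA4-GR (1352 activated and 969 repressed), 2285 with GATA4-GR+Dkk-1 (1200 activated and 1085 repressed) and 2327 with Nodal5 (1245 activated and 1082 repressed).

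**Figure D2:**
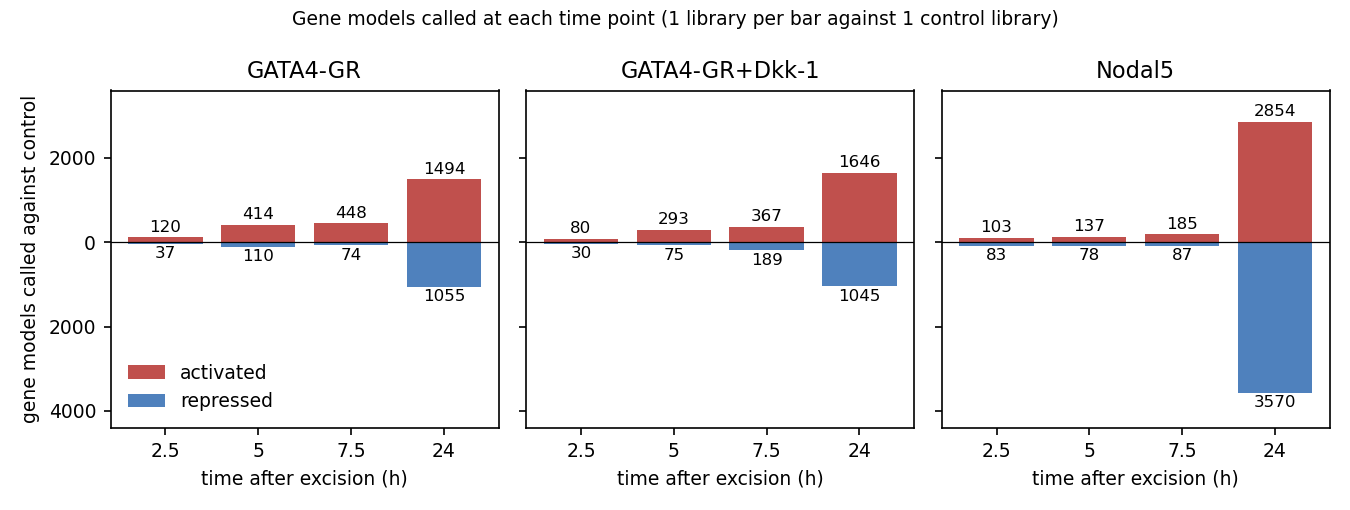
Gene models called against the control library of the same time point, by treatment and time after excision in hours. Bars above 0 count activated models and bars below 0 count repressed models, from 1 library per treatment and time point. The 24 h bars are the tallest in each treatment, with 2549, 2691 and 6424 calls.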

Comparing between conditions, we found exceptional overlap of 914 genes differentially expressed in G4 and G4D, 83.7% and 85.7% of their genes, respectively (Fig. 1B). 

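Irrespective of time point, 1937 gene models were called with both GATA4-GR and GATA4-GR+Dkk-1, which is 66.9% of the GATA4-GR calls and 64.7% of the GATA4-GR+Dkk-1 calls. Among the calls of the shared test, 1769 were common to both, which is 76.2% and 77.4%. Both treatments were compared with the same control libraries, so no test of the overlap against independence was made. The difference between the treatments was tested directly by the contrast of GATA4-GR+Dkk-1 with GATA4-GR in the shared model. No model passed the threshold, a count of 0 among 30958, and 664 models had an unadjusted p-value under 0.05. That is a smaller share than the 0.05 that no difference would give, so the 664 do not point to an effect. The test may be too strict for this contrast, since its error also takes in the control and Nodal5 libraries. The count of 0 depended on the treatments in the fit: 323 models passed when only the GATA4-GR and GATA4-GR+Dkk-1 libraries were fitted. With DESeq2's Wald test 7 passed. The count stayed at 0 when the libraries of 2.5, 5, 7.5 or 24 h were left out.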

The overlap with Nodal DEGs was more limited, with 403 genes shared between the three cardiogenic treatment groups (Fig. 1B). 

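Gene models called with all 3 treatments numbered 818 irrespective of time point and 534 in the shared test. Irrespective of time point, 4988 models were called with Nodal5 alone, 600 with GATA4-GR alone and 628 with GATA4-GR+Dkk-1 alone. A further 1119 were called with both GATA4 treatments and not with Nodal5, 357 with GATA4-GR and Nodal5 only, and 429 with GATA4-GR+Dkk-1 and Nodal5 only. In the shared test, 1545 models were called with Nodal5 alone and 1235 with both GATA4 treatments and not with Nodal5. At 2.5, 5 and 7.5 h together, 55 models were called with all 3 treatments and 476 with both GATA4 treatments, against 513 and 1815 with the 24 h libraries left out of the dispersions. The contrast of Nodal5 with GATA4-GR in the shared model called 3766 models, and fitting only the libraries of those treatments lowered this to 1477. From the overlap of the DEGs, the paper defines the intersection groups in Fig. 1B and calculates enriched gene sets for each of them. The models called here carry no gene names, so the enrichments were not computed.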

We performed gene set enrichment using Enrichr (Kuleshov et al., 2016) (Fig. 1D; Fig. S2, Table S1), and we calculated enrichments for all intersection groups indicated in the UpSet plot (Fig. 1B). We found a clear induction of cardiac gene expression programmes in the intersection of GATA4 and Nodal DEGs, with terms such as Heart Development [false discovery rate (FDR)<10^−7^, intersection of G4/G4D/Nodal] and Cardiac Progenitor Differentiation (FDR<10^−5^, intersection of G4/G4D/Nodal). We further found an enrichment in Gene Ontology (GO) terms related to TF-driven regulation of gene expression in the intersection of GATA4 and Nodal conditions, with enrichment of terms such as Regulation Of Transcription By RNA Polymerase II (FDR<10^−23^) (Fig. S2).

Validation confirmed DEGs that satisfied the selection criteria (regulated by G4, G4D and high Nodal but not low Nodal/Activin) at all time points such as *fst*, *map3k12*, and *rgs2* (Fig. 1E). Other DEGs were validated at some but not all time points.

Upregulated DEGs include the known Nodal target *lefty1* (Cheng et al., 2000); at 2.5 h, *lefty1.S* is strongly induced by Nodal, as expected from a direct target of Nodal signalling (Fig. 1E). However, as the gene is also induced by a low level of Nodal/Activin signalling at that time, it is not validated as a DEG induced by cardiogenic conditions. The expression of *lefty1.S* induced by cardiogenic but not non-cardiogenic conditions is sustained beyond 2.5 h, thus identifying it as a DEG (Fig. 1E). Additional upregulated DEGs include *igf2* and *ephA4* (Fig. 1F), Tbx family TFs *tbx2* and *tbx5* (Fig. 2D) and *gata2*, *hoxc13* and *lmo2* (Fig. S3).

In addition to upregulated DEGs, we have identified DEGs that are downregulated in response to cardiac-inducing conditions (Fig. 1G). They were most consistently observed at 2.5 h, the proximal time point at which a direct action of G4, G4D and Nodal is most likely. 

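At 2.5 h, 37 gene models were called as repressed with GATA4-GR, 30 with GATA4-GR+Dkk-1 and 83 with Nodal5. In all, 119 models were repressed in at least 1 treatment at 2.5 h, 200 at 5 h, 267 at 7.5 h and 4301 at 24 h. Repressed calls common to the 3 treatments numbered 7 at 2.5 h, 8 at 5 h, 14 at 7.5 h and 339 at 24 h, which is 5.88%, 4%, 5.24% and 7.88% of the models repressed in any treatment at that time point. Counting each treatment's calls separately, repressed calls made up 33.1% of the calls of the 3 treatments together at 2.5 h, 23.8% at 5 h, 25.9% at 7.5 h and 48.6% at 24 h. The dispersions include the 24 h libraries, and the total of calls at each earlier time point is higher without them. Each of these calls compares 1 library with 1 control library, and the spread between explant batches at one time point was not measured.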

Downregulated DEGs include TFs *prdm1* and *id3*; signalling molecules such as *pllk2*, *tnfsf10l*, and *rgl2*; E3 ubiquitin ligase *trim29* and ubiquitin peptidase *usp43* (Fig. 1G). Since *id3* is a member of a small family of TFs (*id2-id4* in *Xenopus*) with described developmental roles, including in the heart (Cunningham et al., 2017), we have also examined the expression of *id2* and *id4* under the conditions of our screen. As shown in Fig. 2A, in contrast to *id3*, *id2* and *id4* are not found to be differentially expressed.

Whilst the screen conditions induced a programme of cardiogenesis, none of the three treatments were strictly cardiogenic. Indeed, our GO analysis has indicated enrichment of terms such as Endoderm Differentiation (Fig. 1D), and we found early endodermal genes among DEGs at 2.5 h and TFs *osr1*, *osr2*, *sox17a*, *sox17b* and *hhex* (Fig. 1H).

### Regulation of *tbx2*, *id3* and *prdm1* by GATA4

To validate identified DEGs as physiologically relevant targets of GATA4, we examined their regulation by GATA4 *in vivo*. As shown in Fig. 2B, downregulation of GATA4 using morpholino oligonucleotides (MOs) leads to upregulation of *id3* at gastrula and neurula stages; interestingly, even though *id2* and *id4* were not confirmed as DEGs, their expression was also upregulated by GATA4 MOs, suggesting an indirect mode of action. Downregulation of GATA4 and the most closely related cardiogenic GATA factor, GATA5, led to upregulation of *prdm1* and to downregulation of *tbx2* (Fig. 2E). This analysis has shown that GATA4 is required for the normal expression of *id3*, *prdm1* and *tbx2 in vivo*.

We next asked if GATA4 regulates *id3*, *prdm1* and *tbx2* through association with their regulatory regions. For this analysis, we identified consensus GATA-binding sites within 10 kb upstream and 2 kb downstream of their translation start sites and tested their presence in genomic DNA associated with exogenous GATA4. For all three genes, the minority of tested sites was found to associate with GATA4 (Fig. 2C,F; Fig. S3B,C), suggesting that GATA4 is directly and specifically regulating their expression.

We subsequently tested whether *tbx2* and *prdm1* have roles of their own in *Xenopus* heart development. The expression of *tbx2*, a GATA4 target upregulated by cardiogenic conditions, was downregulated by MOs, and this led to reduced and deformed heart formation in a majority of embryos (Fig. 2G; Fig. S3D). The role of *prdm1* as a target of GATA4-mediated downregulation was tested by mRNA-mediated overexpression, which caused morphological defects such as cardia bifida and linear heart tube (Fig. 2G; Fig. S3E). These results indicate that *tbx2* and *prdm1* are targets of GATA4 in cardiogenesis and that their normal expression is required for early heart development in *Xenopus* embryos.

### GATA4 is required for the normal expression of *PRDM1* and *TBX2* during human iPSC-CM differentiation

We next sought to establish whether these findings are translatable to human development using iPSC-CM differentiation to model human cardiomyogenesis. First, the expression of *GATA4*, *PRDM1* and *TBX2* was examined during normal iPSC-CM differentiation. Consistent with previous studies, *GATA4* expression is observed from the onset of differentiation with a noticeable increase in expression at day 4 (Fig. 3A), coincident with the establishment of the early CP pool (Churko et al., 2018). Its expression rises throughout differentiation, peaking approximately when beating becomes apparent (days 9 and 10 of differentiation). Expression of *PRDM1* peaks early at day 3 and decreases when *GATA4* expression initially peaks at day 4 (Fig. 3A). Conversely, *TBX2* expression becomes prominent only after the peak in GATA4 expression. The expression patterns of these genes support the notion that the regulatory relationship between *GATA4*, *PRDM1*, and *TBX2* may be a conserved feature of cardiogenesis.

**Fig. 3.**
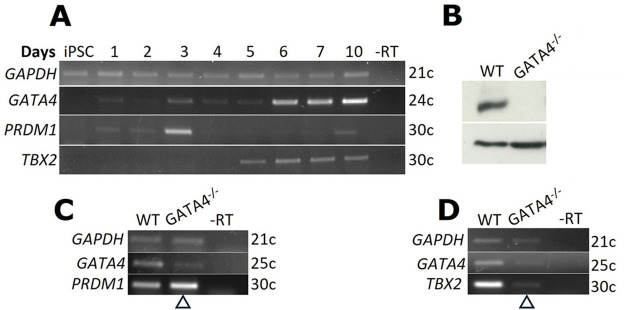
**GATA4 is required for regulation of its target genes *PRDM1* and *TBX2* in iPSC-CMs.** (A) Analysis of the expression of GATA4 and its target genes during iPSC-CM differentiation was examined using RT-PCR. Representative of three biological repeats. (B) A western blot showing the absence of GATA4 protein at day 4 in the GATA4-null lines created using CRISPR-Cas9 gene editing. Representative of three biological repeats. ERK2 is used as a loading control. (C) RT-PCR data showing the expression of *GATA4* in mutant cells at day 4 is reduced versus an increase in the expression of *PRDM1* (arrowhead) when compared to WT cells. (D) RT-PCR for day 10 samples showing *GATA4* expression remains lower in the mutant line, as is *TBX2* (arrowhead). For all RT-PCRs, *GAPDH* has been used as a normalisation control. RT-PCRs in C and D are representative of two biological repeats.

To establish whether the expression pattern of *PRDM1* and *TBX2* depends on GATA4, CRISPR-Cas9 gene editing was used to inactivate *GATA4* (Fig. S4). Knockout of the protein was confirmed by western blotting (Fig. 3B). RNA-seq and reverse transcription PCR (RT-PCR) were then used to examine the expression of the target genes in the GATA4-null line. As shown in Fig. 3C,D, the expression of *PRDM1* and *TBX2* is disrupted in the absence of GATA4, with *PRDM1* expression being higher than normal and *TBX2* expression being lower than normal. These results are consistent with the hypothesis that GATA4 regulates *TBX2* and *PRDM1* in cardiogenesis in humans as well as in *Xenopus*.

### GATA4-deficient iPSCs fail to form functional CMs

The GATA4-null iPSC lines were differentiated using Wnt modulation protocols (Burridge et al., 2014; Lian et al., 2012) and were examined up to day 32 of differentiation. No beating was observed in 12 independent differentiation experiments. Staining for TNNT2 by immunofluorescence (IF) was used to detect CMs in iPSC-CM differentiation of wild-type (WT) and GATA4-null lines. On average, there was a fourfold to eightfold decrease in the number of TNNT2-positive cells (TNNT2^+^) formed from GATA4^−/−^ iPSCs in comparison to WT (Fig. 4C). In the few mutant cells that expressed TNNT2, the signal also appeared weaker. Mean fluorescence per cell was used to quantify this, and the average signal in the GATA4^−/−^ TNNT2^+^ cells was found to be 2.5 times lower than for WT TNNT2^+^ cells (Fig. 4D). Examination of the cells at a higher magnification reveals that in the TNNT2^+^ GATA4^−/−^ cells, myofibrils lack a normal striation pattern (Fig. 4E). Consistent with the results seen for TNNT2, staining for additional sarcomeric markers MYBPC3 (Fig. 4E) and filamentous actin (Fig. S6A) was also disrupted in the GATA4-null lines. In contrast, staining for general cytoskeletal protein α-tubulin (TUBA1A) appears normal (Fig. S6B).

**Fig. 4.**
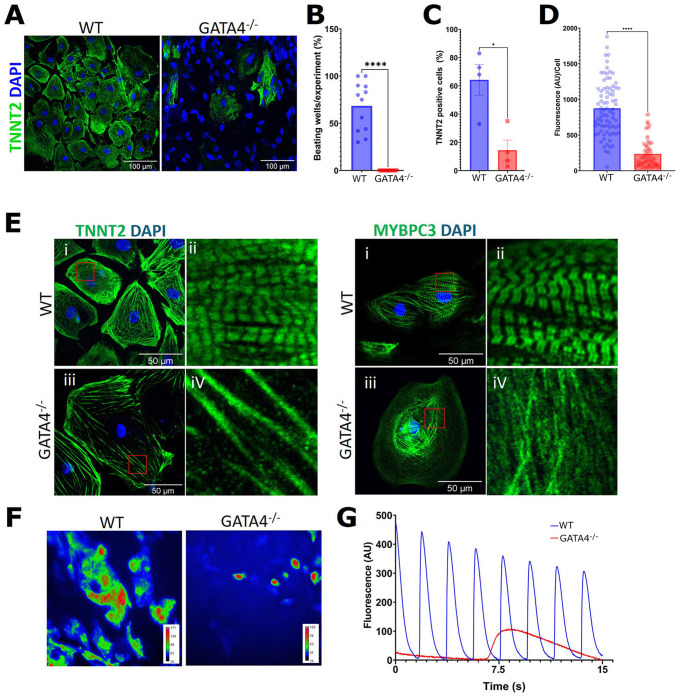
**GATA4-null iPSCs fail to form normal CMs.** (A) IF staining for TNNT2 (green) in WT and GATA4^−/−^ mutant cells at day 32 of cardiac-directed differentiation. DAPI (blue) was used to counterstain nuclei. Representative examples from four biological repeats are shown. The image for WT cells is shown at a higher magnification in E. (B) Proportion of beating wells per experiment in WT (153 wells) versus GATA4 null (139 wells) across 12 independent differentiation experiments. (C) A comparison of the proportion of TNNT2^+^ cells identified by IF between the cell lines. TNNT2^+^ WT cells=64.25±10.87% (*n*=935 cells) and GATA4^−/−^=14.50±7.14% (*n*=642 cells). Across four biological repeats. (D) TNNT2 mean fluorescence per cell for WT (*n*=81 cells) and GATA4^−/−^ (*n*=90 cells). Across four biological repeats. For panels B and C, a one-way ANOVA was used for statistical analysis. For panel D, a Student's *t*-test has been used. *P≤0.05 and ****P≤0.0001. (E) Representative images of individual WT and GATA4^−/−^ cells at 40× magnification stained for TNNT2 or MYBPC3 (green). DAPI (blue) was used to counterstain nuclei. The enlarged images outlined in red boxes provide a closer look at individual myofibrils. In the WT line, >90% of the CMs present have clear sarcomeres compared to <7% for the GATA4^−/−^ line. Further examples are presented in Fig. S6. (F) Calcium fluctuation was measured over time in a field of WT and GATA4^−/−^ cells at day 32 of differentiation using Fluo-8 AM. Signal variance over time is shown as an RGB pseudo-coloured projection, where red indicates the highest variance and blue the lowest. (G) In addition to these overviews, calcium flux was plotted over time from discrete regions of interest. For F and G, the images shown are representative of *n*=9 wells per cell line across three biological replicates. AU, arbitrary units.

The physiological activity of the WT and GATA4^−/−^ cells was examined at day 32 of differentiation using calcium imaging. Fig. 4F shows that calcium flux can be observed across a large proportion of WT cells; conversely, in the GATA4^−/−^ cells, this activity is restricted to a few small regions (Fig. 4F). When regions of interest for each are plotted individually, it is apparent that calcium cycling in the WT population is frequent and regular (Fig. 4G). In the GATA4-null cells, the transients detected were on average six times slower than their WT counterparts. This, together with the low differentiation efficiency, rare and low TNNT2 expression, and lack of sarcomere formation in the cells lacking GATA4, accounts for the failure to form beating CMs.

### GATA4-null cells likely adopt alternative cardiac cell fates

The vast reduction in the number of CMs (TNNT2^+^ and MYBPC3^+^ cells) in mutants raises the question of the remaining cell types' identity.

To address how GATA4-null lines diverge from the WT path of differentiation, RNA-seq was carried out on cells at days 2, 5, and 10 of differentiation. At day 2, the expression of GATA4 is very low in the WT line; therefore, a large effect on the transcriptome at this time was not expected. Indeed, the GATA4-null cell transcriptome appears to be comparable to that of the WT cells (Fig. S5A,B), as is the expression of early mesodermal and cardiac mesoderm markers *T* and *MESP1*, respectively (Fig. S5F).

At day 5 in the WT population, the expression of CP genes, including GATA4, rises. The levels of these genes are lower in the GATA4-null population, and at day 10, the discrepancy between the WT and GATA4-null lines becomes exaggerated. At day 10, the most affected cardiac GRN member is *TBX5*, being almost undetectable in the GATA4^−/−^ cells (Fig. 5A,B). However, not all members of the cardiac GRN are downregulated: for example, *MEF2C* expression is expressed at a similar level in both lines, and *ISL1* expression is increased, strongly suggesting that members of cardiac GRN display differential requirements for GATA4 function (Fig. 5A,B). Analysis performed at additional time points demonstrates that *TBX5* expression is undetectable during CM differentiation of the GATA4-null line (Fig. 5B). In contrast, the expression of *NKX2-5* is readily detectable, and the expression of *ISL1* is higher after day 6 (Fig. 5B).

**Fig. 5.**
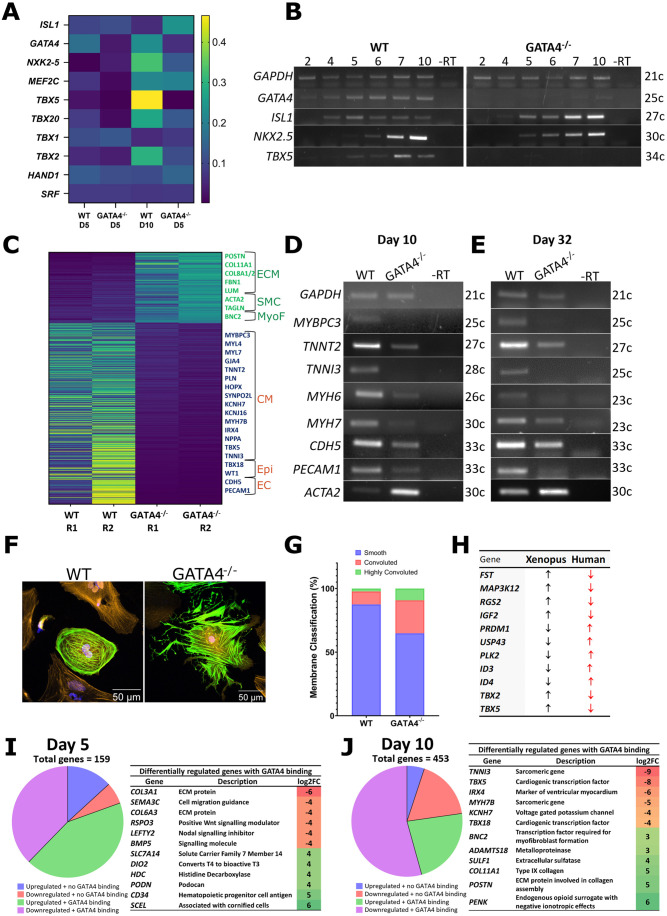
**In GATA4^−/−^ cells, CM and endothelial cell transcriptomes are suppressed, whereas smooth muscle cell and fibroblast genes are upregulated.** (A) A heatmap showing the normalised expression of a selection of marker genes indicative of progression through iPSC-CM differentiation. (B) Analysis of a number of CP marker genes by RT-PCR: expression of *GAPDH* was used for normalisation. (C) A heatmap showing the normalised expression of a selection of CM, myofibroblast (MyoF), endocardial (EC), ECM and smooth muscle cell (SMC) genes at day 10. (D,E) A selection of the genes from C was validated in an additional RNA set at days 10 (D) and 32 (E) of differentiation using RT-PCR; for A-E, the results generated are based on two biological repeats. (F) Immunofluorescent images showing WT and GATA4^−/−^ cells at 40× magnification at day 32 of differentiation. Stained for TNNT2 (green), cell mask orange (orange), and nuclei stained with DAPI (blue). (G) Cell membrane morphology was classified for WT and GATA4^−/−^ cells into smooth, convoluted, and highly convoluted. Those belonging to the convoluted category have membrane extensions, and those in the highly convoluted category display many of these branching extensions. WT cells analysed=88, GATA4^−/−^=55, over four biological repeats. (H) A table showing the direction of change for a selection of prospective GATA4 targets identified in the *Xenopus* screen (GATA4 overexpression) and their expression change in the GATA4-null iPSC line. Upregulated genes in the *Xenopus* column would be expected to be downregulated in human samples, and vice versa. (I-J) The pie charts displayed show the number of DEGs in the GATA4 mutants, at days 5 and 10, respectively, with a log2FC value of 2 or more that are bound by GATA4 in foetal or adult mouse hearts, according to datasets generated by Akerberg et al. (2019). The accompanying tables list a selection of these bound genes and their log2FC value from our RNA-seq analysis of the GATA4^−/−^ line.

During directed differentiation of iPSCs to CMs, other cardiovascular cell types are formed such as fibroblasts, endothelial cells, and smooth muscle cells (Grancharova et al., 2021; Jiang et al., 2022). Therefore, these cell types are the most likely candidates for the observed non-CMs in the GATA4-null mutant cell population.

In agreement with previous report that has identified an essential requirement for GATA4 in the formation of the epicardium (Watt et al., 2004), a decrease in the expression of epicardial marker genes (*TBX18* and *WT1*) was observed (Fig. 5C). Furthermore, the expression of endothelial marker genes *CDH5* and *PECAM1* was decreased to a similar degree as what was seen for the CM-specific gene set, suggesting that CMs, epicardial cells and endothelial cells all require GATA4 for their development in this model (Fig. 5C-E). The expression of markers that are highly but not exclusively expressed in smooth muscle cells such as *VIM*, *TAGLN*, and *ACTA2* was upregulated in the GATA4^−/−^ mutant cells (Fig. 5C-E). The marker of activated fibroblasts, *POSTN* (Fig. 5C), was also upregulated, as well as numerous extracellular matrix (ECM) components (Fig. 5C; Table S2). Our gene enrichment analysis indicates significant over-representation of multiple ECM terms, consistent with the upregulation of smooth muscle and fibroblast markers. Among the genes upregulated in GATA4^−/−^ cells at day 10 is *BNC2*, a recently described master regulator of myofibroblast differentiation (Fig. 5C) (Bobowski-Gerard et al., 2022). A closer inspection of cellular morphologies of mutant TNNT2^+^ cells revealed an appearance of highly convoluted cells suggestive of a myofibroblast phenotype (Fig. 5F).

Together, these results suggest that the loss of GATA4 adversely affects the development of CMs and endothelial lineages, whilst simultaneously promoting the development of related mesenchymal cells – activated fibroblasts, myofibroblasts and smooth muscle cells.

To see if GATA4 could directly regulate DEGs, we analysed the high-resolution GATA4 chromatin immunoprecipitation sequencing (ChIP-seq) dataset for adult and foetal mouse hearts (Akerberg et al., 2019). From our dataset at day 5, 159 DEGs were found to be consistently differentially regulated by a log2FC value of ≥2. Of these genes, 80% were associated with ≥1 GATA4-binding sites. At day 10, by these criteria, 453 genes were found to be differentially regulated, and of these, 77% were found to be associated with ≥1 GATA4-binding sites (Fig. 5I-J). Importantly, these included genes differentially expressed in both *Xenopus* and human RNA-seq datasets (Fig. 5H), suggesting that GATA4-regulated GRN has more extensive conservation besides *TBX2* and *PRDM1*. Both upregulated and downregulated DEGs were identified as direct targets based on GATA4 binding, in agreement with known activities of GATA4 in both transcriptional repression and activation.

### *TBX2* is required for normal CM differentiation

We next examined whether the GATA4 target genes identified and validated in the *Xenopus* screen are themselves required for normal iPSC-CM differentiation. CRISPR-Cas9 gene editing of the *TBX2* locus caused an in-frame deletion of the DNA-binding domain, likely resulting in a loss-of-function mutation (Fig. 6A,B; Fig. S8). The *TBX2* mutant iPSC line produces CMs at a similar rate to WT iPSCs (Fig. 6C). However, the cells produced are on average 1.6-fold larger than WT cells at day 12 of differentiation. This difference is accentuated at day 32, with the size of the mutant cells being around 2.3-fold larger (Fig. 6D). Additionally, the examination of the myofibril and sarcomeric structure of the *TBX2* mutant CMs by IF (Fig. 6F-H) reveals them to be significantly more disorganised (74%) than their WT counterparts (40%).

**Fig. 6.**
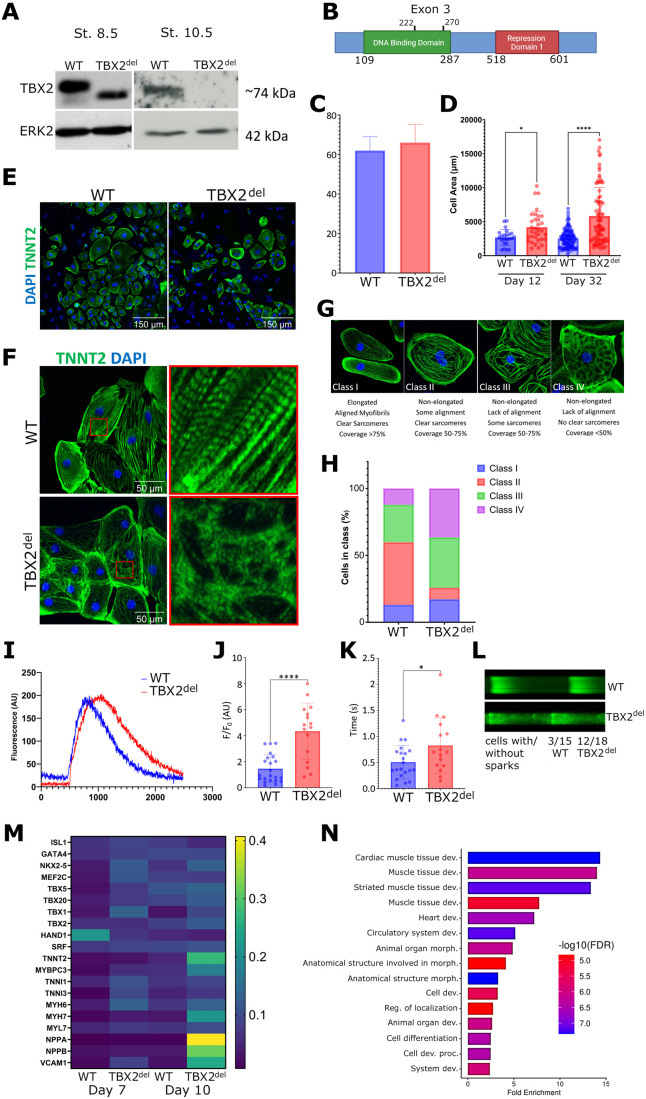
***TBX2* mutant cells display hypertrophic-like features consistent with maladaptive remodelling.** To better visualise annotations in the figure, the full name TBX2^c.700_761del^ is abbreviated as TBX2^del^. (A) A western blot showing TBX2 expression in *Xenopus* embryos injected uniformly with WT *TBX2* or *TBX2*^c.700_761del^ mutant mRNA at two- to four-cell stage. The embryos were harvested for protein analysis at stages 8.5 (blastula) and 10.5 (early gastrula). ERK2 was used as a loading control. The mutant protein is readily detected at st. 8.5 but is subsequently degraded at st. 10.5. (B) The TBX2 protein structure is shown with the DNA-binding domain indicated in green. In *TBX2*^c.700_761del^ mutants, exon 3 is skipped. The region of the TBX2 DNA-binding domain affected by this is indicated. Created in BioRender by Graham, N. (2026). https://BioRender.com/s50p7yi. This figure was sublicensed under CC-BY 4.0 terms. (C) The proportion of TNNT2^+^ cells in the total cell population was recorded. The values are given as a percentage±s.e.m. and are as follows: WT 62±7.00% (*n*=649 cells) and *TBX2*^c.700_761del^ 66±9.23% (*n*=871 cells), across *n*=3 biological replicates. (D) The surface area of the CMs was measured across three differentiations at day 32 and one differentiation at day 12. (E) Representative fields of WT and *TBX2* mutant day 32 iPSC-CMs are shown at 40× magnification. The cells were stained for TNNT2 (green) to identify CMs and counterstained with DAPI (blue) to identify nuclei. (F) Enlarged pictures of WT and *TBX2* mutant CMs at day 32 showing disarray of myofibrils and sarcomeres. (G) Representative images of cells belonging to classes I-IV, with class I cells showing the highest level of order and class IV the most severe disorganisation. Class II cell image is from Fig. 5F. (H) Quantification of CM disorganisation in the WT (*n*=107 cells) and *TBX2* mutant (*n*=93 cells) line through categorisation into one of the four categories described in G across *n*=3 biological repeats. (I) Representative Ca^++^ transients for WT and *TBX2*^c.700_761del^ mutants at ∼day 32 of differentiation for each cell line. (J) The amplitude of individual Ca^++^ cell transients. (K) Calcium imaging time to peak measurements. A one-way ANOVA has been used for all statistical comparisons shown. *P≤0.05 and ****P≤0.0001. (L) (upper panel). Exemplar confocal Ca^++^ line scan recordings of Ca^++^ transients in a WT cell. Spontaneous Ca^++^ sparks are visible during diastole. (lower panel) *TBX2* mutant cells exhibit more diastolic Ca^++^ sparks than WT cells, although this was not statistically significant (*P*=0.09; χ^2^ test). All calcium-handling data were collected across three biological repeats. (M) The heatmap displays the normalised RNA-seq data for a selection of CP and CM differentiation markers, *n*=2 biological repeats. The heatmaps with additional DEGs are shown in Fig. S9. (N) A selection of GO terms found to be upregulated in the *TBX2*^c.700_761del^ mutant at day 10 of differentiation. Graph produced using ShinyGo.

In the *TBX2* mutants, the amplitude of the calcium peaks recorded was notably higher, and there was a larger range of amplitudes observed, indicating that there is a wider heterogeneity in the Ca^++^ handling properties of the mutant CMs (Fig. 6J-K). *TBX2* mutants also displayed increased propensity for formation of spontaneous calcium sparks, indicating defective calcium handling (Fig. 6L). Taken together, these results indicate that interfering with the TBX2 function promotes formation of CMs with hypertrophic-like maladaptive properties.

To further explore the phenotype of the cells, RNA-seq was conducted on samples taken at days 7 and 10. These time points correspond with the peak of *TBX2* expression during iPSC-CM differentiation and the onset of beating, respectively. Notable findings include increased expression at day 10 of *NPPA* and *NPPB* (Fig. 6M), genes whose elevated expression is known to be associated with heart failure (Tan et al., 2002). TBX2 is known to repress *NPPA* in the AVC (Habets et al., 2002); thus, increased *NPPA* expression in *TBX2* mutant iPSC-CMs strongly suggests that the mutation leads to loss of function. *VCAM1* is another gene that has been associated with heart failure and immune cell infiltration of the myocardium (Troncoso et al., 2021; Wang et al., 2021) and was also upregulated at day 10 (Fig. 6M). The increased expression of several sarcomeric genes, e.g. *TNNT2*, *MYBPC3*, and *MYH7*, in *TBX2* mutant cells is consistent with the hypertrophic-like phenotype (Fig. 6M). In agreement with this finding, GO terms related to CM development such as Cardiac Muscle Cell Development were enriched (Fig. 6N; Table S2).

### *PRDM1*-deficient iPSC-CMs appear structurally unaltered but show premature beating

We next examined the requirement for *PRDM1* in iPSC-CM differentiation through the creation of a *PRDM1*-null line using CRISPR-Cas9 gene editing (Fig. S10). Knockout of the protein was confirmed by western blotting (Fig. 7A). The *PRDM1*^−/−^ line produced CMs at a similar efficiency to WT, and the phenotype of these cells when examined by IF resembles that of WT cells (Fig. 7C,D). In the *PRDM1*^−/−^ line, beating started around 2 days earlier on average than in the WT line (Fig. 7B). Gene expression analysis of several sarcomeric genes such as *MYL7*, *MYH6*, *MYH7*, and *TNNI3* indicates subtle mis-regulation, early increase at day 7 and subsequent decrease relative to the WT cells (Fig. 7E). Pilot RNA-seq results show that at day 3 when the level of *PRDM1* is highest, upregulated DEGs greatly outnumber downregulated DEGs (Fig. 7H) and include genes associated with neural development and pluripotency (Table S2), suggesting that the transcriptional repressor PRDM1 might be fine-tuning the timing and levels of gene expression during CM differentiation and repressing early alternative gene programmes.

**Fig. 7.**
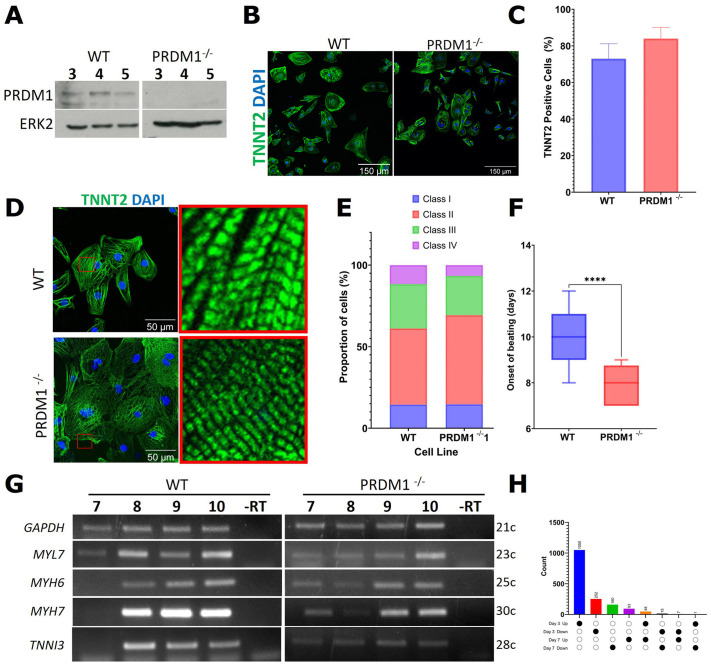
**Accelerated formation of CMs from *PRDM1***^−/−^ **iPSCs.** (A) Western blot analysis of PRDM1 protein in WT and mutant iPSCs at indicated days of iPSC-CM differentiation. ERK2 is used as a loading control. *n*=3 biological repeats. (B) Representative images of WT and *PRDM1*^−/−^ cells stained for TNNT2 (green) and counterstained with DAPI (blue) at day 32 of differentiation. (C) CM differentiation efficiency, assessed by staining for TNNT2 at day 10, is not affected in *PRDM1*^−/−^ cells. The values are given as a percentage±s.e.m. and are as follows: WT 73±16.3% *n*=576 cells; *PRDM1*^−/−^ 84±12.3% *n*=367 cells, across *n*=3 biological repeats. (D) Comparable sarcomeric structure was seen between the WT and PRDM1 mutant CMs. Staining for sarcomeric protein TNNT2 (green) in day 32 hCMs formed from WT and *PRDM1* mutant cells, counterstained with DAPI (blue); enlarged images are shown on the right-hand side. (E) The proportion of cells in each phenotypic class, WT *n*=180 and *PRDM1*^−/−^, *n*=150, over *n*=3 biological repeats. The classification system utilised is as described in Fig. 6. (F) Beating onset was recorded for WT (average onset=day 9.9, *n*=118 wells) and *PRDM1*^−/−^ (average onset=day 7.8, *n*=48 wells) lines across *n*=8 biological repeats. (G) Expression of a selection of sarcomere genes analysed by RT-PCR in a WT and *PRDM1*^−/−^ differentiation. *GAPDH* is used as a loading control. Days of iPSC-CM differentiation and the number of PCR cycles are indicated. (H) An UpSet plot showing the proportion of DEGs that are upregulated or downregulated at days 3 and 7 in the *PRDM1*^−/−^ line, as well as the overlap between these groups, *n*=1.

## DISCUSSION

In this study, we used cardiogenic factors GATA4 and Nodal in pluripotent explants from *Xenopus* embryos to examine the cardiogenic gene programme. We identified a common gene set on which these cardiac-inducing factors converge to regulate cardiogenesis. We focused on TFs *prdm1* and *tbx2*, the expression of which in *Xenopus* embryos is regulated by GATA4, possibly directly. We find this regulatory relationship to be conserved in human cardiomyogenesis and that target genes *PRDM1* and *TBX2* can modulate the cardiac gene programme.

Our results demonstrate that GATA4 is essential for differentiation of human CMs from iPSCs. Previous work in mouse, *Xenopus* and zebrafish models has established distinct stage-dependent roles for GATA4 during CM development, with defective heart still being present in null mutant embryos (Borok et al., 2016; Crispino et al., 2001; Haworth et al., 2008; Holtzinger and Evans, 2005; Watt et al., 2004; Zeisberg et al., 2005). In the current study, we show that human *GATA4*^−/−^ iPSC lines have a greatly reduced capacity to form CMs and do not show beating activity, a phenotype that is stronger than the phenotypes gained from GATA4-null mutation in animal models. Furthermore, a recent report by Gonzalez-Teran et al. (2022) presented results for a human *GATA4*^−/−^ iPSC line that could form beating CMs, albeit at a greatly reduced frequency. The reasons for this apparent discrepancy are not clear but likely include experimental details such as genetic background, which is known to be a major determinant of phenotypic variation in human iPSCs (Kilpinen et al., 2017).

The failure of *GATA4*^−/−^ cells to form beating CMs in this study is underlined by a greatly reduced differentiation efficiency and defective sarcomere formation. Using genome-wide transcriptomic analysis, we documented the downregulation of CM and endothelial cell gene sets and an upregulation of genes associated with smooth muscle and activated fibroblast cell phenotypes. These include a marker of activated fibroblasts, *POSTN* (Shimazaki et al., 2008), and the recently described master regulator of myofibroblasts, *BNC2* (Bobowski-Gerard et al., 2022). A subpopulation of GATA4-null cells displayed a myofibroblast-like convoluted shape but was also found to be positive for TNNT2. The expression of CM-specific sarcomeric genes *TNNT2* and *MYBPC*3 has been identified in a subpopulation of human cardiac fibroblasts (Litviňuková et al., 2020). It will be of interest to investigate if loss of GATA4 promotes transition of those fibroblasts to a myofibroblast phenotype.

Loss of GATA4 also upregulates numerous genes involved in fibrosis and inflammation such as *COL3A1*, *COL8A1*, *COL11A1*, and *IL11* as well as *IGFBP7*, which is associated with senescence and heart failure (López et al., 2021; Moschen et al., 2011; O'Reilly, 2023; Xiang et al., 2017; Zhang et al., 2022).

The impact of GATA4 deficiency on cardiac GRN was not uniform: whilst the expression of *TBX5* was undetectable, the expression of *ISL1* (at day 10) and *NKX2-5* (at day 5) was upregulated in GATA4^−/−^ cells. This finding is consistent with the proposed repression of *NKX2-5* by GATA4/5/6 *in vivo* (Jiang et al., 1999). Of note, *NKX2-5* is known to be associated with ECM remodelling and a pathological smooth muscle cell phenotype (Papaioannou et al., 2024). It will be of interest to determine if *NKX2-5* has a similar role in regulating pro-fibrotic phenotype in GATA4^−/−^ iPSC-CM cells.

The downregulation of *TBX18* and *WT1* observed in GATA4^−/−^ iPSC-CM cells suggests defective epicardial development, in agreement with an *in vivo* requirement of GATA4 for development of the epicardium in the mouse embryo (Borok et al., 2016; Watt et al., 2004). This is an apparently paradoxical observation, as select markers of epicardial derivatives, smooth muscle and fibroblasts are upregulated in GATA4 mutant human iPSC-derived cells. One possibility is that diminished epicardial development still permits formation of abnormal smooth muscle cells and fibroblasts.

GATA4 is known to be expressed in cardiac fibroblasts. Our results show that deletion of GATA4 leads to a pro-fibrotic and myofibroblast gene expression signature, suggesting that it is required for the normal fibroblast phenotype. In agreement with this hypothesis, the overexpression of GATA4 in cardiac fibroblasts was recently shown to reduce heart-failure-induced fibrosis (Yamada et al., 2025). The role of GATA4 in attenuating fibrosis is not restricted to cardiac fibroblasts, as it also induces regression of liver fibrosis by deactivating hepatic stellate cells (Arroyo et al., 2021).

A potential mechanistic basis for the observed features of smooth muscle and activated fibroblasts in GATA4-null cells is offered by a recent study by Robbe et al. (2022), which demonstrated that GATA4 physically interacts with the repressive chromatin modifier CHD4, recruiting it to non-CM gene regulatory sites in mouse myocardium. The deletion of a GATA site in the modulatory region of smooth muscle gene *Myh11* led to its upregulation in CMs (Robbe et al., 2022). Misexpression of *Myh11* in CMs has previously been shown to result in sarcomere disarray, resulting in a significant decrease in ventricular output (Wilczewski et al., 2018). Thus, it is possible that removal of GATA4 leads to de-repression of non-CM genes which, based on our RNA-seq data, are part of gene expression signatures of smooth muscle cells and activated fibroblasts. Future work will determine the precise nature of non-CMs that express these genes.

Our results show that besides being a conserved target of GATA4 during cardiogenesis, *TBX2* is required for normal development of human iPSC-CMs. Mutant *TBX2* iPSC-CMs show hypertrophic-like phenotype at the cellular and molecular levels, including upregulation of CM stress genes as well as of CM differentiation gene sets. These features are consistent with the described role of TBX2 as a transcriptional repressor of the myocardial gene programme: in the absence of WT TBX2 activity, tight regulation of CM differentiation might be disrupted to result in upregulation of CM gene expression, leading to a hypertrophy-like phenotype.

The actions of *TBX2* in cardiac development have been well characterised in the context of AVC and outflow tract (OFT) formation, where it represses the myocardial gene programme (Aanhaanen et al., 2011; Christoffels et al., 2004; Harrelson et al., 2004; Singh et al., 2012). However, *TBX2* is broadly expressed in the linear heart tube before becoming restricted to these specialised tissues, indicating a potential for a broader role in early cardiac development outside of the OFT and AVC. In mouse *Tbx2* KO models, AVC and OFT development is defective, whilst there was no effect on the development of the myocardium (Harrelson et al., 2004; Singh et al., 2012). It is possible that the apparent discrepancy is caused by a species-specific difference or by the difference between *in vivo* and *in vitro* models. The Wnt modulation method of cardiac differentiation used in this study primarily produces ventricular-like CMs, with some atrial and node-like cells also present (Lian et al., 2012; Burridge et al., 2014). With differentiation protocols for the derivation of additional CM subtypes such as atrial, node-like, or AVC and conduction-like (Cyganek et al., 2018; Lyra-Leite et al., 2022; Prodan et al., 2022; Wiesinger et al., 2022; Ye et al., 2024), it will be possible to more precisely dissect any cardiac-cell-type-specific roles of human *TBX2*.

Loss of *PRDM1* expression did not have a major impact on cardiac differentiation in human iPSC-CMs but did subtly accelerate beating onset. In mutant cells, most DEGs appear to be upregulated at day 3 of differentiation. This is consistent with PRDM1 repressing differentiation in other developmental contexts, including mammary luminal and sebaceous gland stem cells; in migrating primordial germ cells; and in enterocyte maturation (Ahmed et al., 2016; Harper et al., 2011; Horsley et al., 2006; Yamashiro et al., 2016). Therefore, in this scenario, it is possible that the absence of PRDM1 leads to precocious CM beating through a lack of repressive activity, which might be required for tightly regulated progression through iPSC-CM differentiation.

### Limitations

A clear limitation of the current study is the lack of high-resolution single-cell RNA-seq (scRNA-seq) data on cell fate trajectories in GATA4^−/−^ iPSC-CM cultures, which could provide better insight into the roles of GATA4 in specification and differentiation of cardiovascular cell types.

## MATERIALS AND METHODS

### *Xenopus* embryos and explants

All work with *Xenopus laevis* was approved by Cardiff University's Animal Welfare and Ethical Review Board and was undertaken under a license from the UK Home Office. *X. laevis* embryos were obtained by mating of frogs primed with human chorionic gonadotrophin (Sigma) or by *in vitro* fertilisation (Sive, 2000). Jelly membrane was removed with 2% cysteine-HCl, pH 7.8 (Sive, 2000). Embryos were grown in 10% normal amphibian media (NAM) and staged as described (Sive, 2000). Whole embryos or explants were cultured until age-matched control siblings had reached the desired stage. Microinjections were carried out using an IM-300 Microinjector (Narishige Scientific) in 75% NAM containing 3% Ficoll (Sigma). MOs were supplied by Gene Tools (http://www.gene-tools.com/) and injected at 10 nl/embryo. Tbx2 MO was described (Cho et al., 2011). GATA4 and GATA5 translation and splicing blocking MOs were described (Haworth et al., 2008). A mMESSAGE mMACHINE kit (Ambion) was used for capped mRNA synthesis. Previously described templates for making capped mRNA are as follows: GATA4-GR (Afouda et al., 2005; Latinkić et al., 2003), *Gata4* (Gallagher et al., 2012), and *Xenopus nodal5* (Takahashi et al., 2000). *Xenopus prdm1* (de Souza et al., 1999) was obtained from the European Xenopus Resource Centre (Portsmouth, UK), and the coding sequence was amplified by PCR and cloned into *Bam*HI-*Xba*I sites of pCS2+ by PCR. WT and mutant human *TBX2* CDS were cloned into pCS2+ using PCR. The correct sequence was confirmed by sequencing. Injection solutions included lineage tracers biotin- and rhodamine-dextran (Invitrogen; Latinkić et al., 2003).

For cardiogenic Nodal signalling, we injected 50-110 pg of *nodal5* mRNA, and for lower, non-cardiogenic Nodal signalling, we used 16 units of activin protein provided as XTC-cell-line-conditioned media (Smith et al., 1988). Cardiogenic *nodal5* and non-cardiogenic but muscle-inducing activin doses were confirmed (Fig. S1A). For the RNA-seq experiment, ∼50 explants per sample were used, and for validation experiments, 20-30 explants per sample were used.

### Chromatin immunoprecipitation

Chromatin immunoprecipitation was performed as described by Blythe et al. (2009) with minor changes: two to 300 embryos were injected at the two-cell stage with 0.4 ng of capped mRNA coding for HA-tagged rat GATA4 (Gallagher et al., 2012). Stage 9-9.5 embryos were fixed in a 50 ml Falcon tube for 30 min in 25 ml of 10% NAM and 1% formaldehyde on ice without agitation, briefly washed in 10% NAM and quenched for 10 min in 25 ml of 10% NAM and 0.125 M glycine, followed by three washes in 10% NAM. Embryos were transferred into 1.5 ml microcentrifuge tubes (50/tube) and frozen on dry ice before storage at −80°C.

The crosslinked 50 embryos were thawed on ice for 15 min and homogenised in 600 ml of RIPA buffer+protease inhibitor (PI) tablets (complete EDTA-free, Roche) and incubated for 15 min, beginning from the time of initial homogenisation. Homogenates were centrifuged for 5 min at 730 ***g*** and 4°C. The supernatant was removed, and the inside wall of the tube above the pellet was wiped with fine paper to remove the lipid residue. The pellet was resuspended in 400 ml of RIPA buffer+PI to obtain ∼450 ml. Sonication was performed with Soniprep 150 at 70% power: eight cycles (10 s on and 50 s off) in 2 ml round-bottom Eppendorf tubes on an ice water bath. The shear median DNA size is ∼500 bp. The volume was adjusted to 650 ml with RIPA+PI, and samples were centrifuged for 10 min at 13,000 ***g*** and 4°C. For the supernatant, 600 ml was taken for IP, 5 ml for the input, and 20 ml for the shear control. Anti-HA antibody magnetic beads were used according to the manufacturer's recommendations (Pierce). Fifty microlitres of beads per 50 embryos was prewashed three times for 5 min in TBS+0.01% BSA using a magnet stand. A 600 ml aliquot of the supernatant was taken for IP, mixed with prewashed beads and incubated overnight with rotation at 4°C. Supernatants were removed, and beads were stored at −20°C. Beads were washed three times for 5 min in TBS-Tw (0.01% Tw20). For reversing crosslinks, beads (with chromatin), input and shear control samples were supplemented with 200 ml of TE buffer+1/20 vol. of 5 M NaCl and incubated overnight at 65°C. An aliquot of 1 ml RNase A (10 mg/ml) was added to each sample, which was then incubated for 30 min at 37°C. Subsequently, 1 ml of proteinase K (Roche) was added, and the sample was incubated for 1 h at 55°C. Proteins were removed by phenol-chloroform extraction, and DNA was precipitated with isopropanol. Samples were dissolved in 50 ml of ultrapure distilled water. PCRs were performed as for RT-PCR (below). Amplicons were chosen within 10 kb upstream and 2 kb downstream of the translation start site based on the presence of at least one consensus GATA-binding site.

### RNA extraction and RT-PCR analysis

RNA was extracted using the acid-guanidinium thiocyanate phenol chloroform method (Chomczynski and Sacchi, 1987), and cDNA was synthesised using the RevertAid reverse transcriptase kit (Thermo Fisher). All primer sequences used were designed using NCBI's Primer-BLAST program and are listed in Table S4. Samples were normalised using *odc1* primers for *Xenopus* samples and *GAPDH* primers for human samples. To determine the appropriate amount of cDNA for subsequent PCRs, reactions were conducted in a 25  µl volume containing 0.1 µM each of forward and reverse primers (Eurofins), 1× MyTaq Red reaction buffer (Bioline), 0.5 U KAPA Taq Polymerase (KAPA Biosystems), and the required volume of cDNA. An MJ Mini Thermal Cycler Machine (Bio-Rad) was used for cycling. The amplicons generated were visualised using agarose gel electrophoresis. All primer sequences are presented in Table S4.

Whole-mount *in situ* hybridisation to detect the expression of *myl7* in *Xenopus* embryos was performed as described (Gallagher et al., 2012).

### Human iPSC culture and gene editing

All cell lines produced in this study were derived from the Rebl Pat iPSC line kindly provided by Professor Chris Denning, Nottingham University (Hammad et al., 2016).

### iPSC culture

iPSCs were cultured on Corning™ cell culture plates coated with Geltrex™ (Thermo Fisher) at 30-45 µg/ml in DMEM/F-12 media (Thermo Fisher) and maintained in B8 media formulated as described by Kuo et al. (2020). Passaging was carried out when cultures reached 75-80% confluency. ReLeSR™ was used to dissociate iPSC colonies as per the manufacturer's instructions (STEMCELL Technologies); following this, the cells were replated and fed with B8 2.5 µM Y27632 (Hello Bio) for 24 h following passaging before being switched to B8 for regular feeding every other day. All cells were maintained at 37°C in a humidified atmosphere with 5% CO_2_.

### CRISPR-Cas9 gene editing of iPSCs

All CRISPR RNAs (crRNAs) were designed as pairs using CCTop (Stemmer et al., 2015). Each pair was intended to be used together to induce a frameshifting mutation. To produce guide RNAs (gRNAs), each crRNA (Integrated DNA Technologies) was combined with a transactivating crRNA (tracrRNA) (Integrated DNA Technologies) at an equimolar concentration in IDTE nuclease-free buffer {30 mM [4-(2-hydroxyethyl)-1-piperazineethanesulphonic acid (HEPES)] (pH 7.5), 100 mM potassium acetate} and then heated to 95°C for 2 min followed by gradual cooling to room temperature (RT). Each gRNA was then combined with an equal volume of 6.2 µg/µl Alt-R S.p. HiFi Cas9 Nuclease V3 diluted in Cas9 storage buffer [10 mM Tris-HCl (pH 7.4), 300 mM NaCl, 0.1 mM EDTA, 1 mM dithiothreitol (DTT)] and incubated together for 10 min at RT to form a ribonucleoprotein (RNP) complex. Transfection of the RNPs into iPSCs was carried out in suspension using the P3 Primary Cell 4D-Nucleofector™ X Kit L (Lonza) and a Lonza 4D Nucleofector with program CA137. Single clones were selected and screened using gDNA PCR followed by gel electrophoresis. All mutations were confirmed using Sanger sequencing (Eurofins) and Synthego ICE (Conant et al., 2022) signal deconvolution. Sequences of crRNAs and genotyping PCR primers are provided in Table S4. Following gene editing, the pluripotency of the lines was assessed by confirming the expression of *NANOG*, *POU5F1* and *SOX2* (Figs S4, S5, S7 and S10).

### Karyotyping

Genomic DNA from the parental Rebl Pat human iPSC line and gene-edited lines derived from it was extracted from >2 million cells using the Blood and Tissue DNA Extraction Kit (Qiagen), following the manufacturer's guidance. The gDNA was karyotyped using the Infinium Global Screening Array-24, covering 654,027 markers across the genome at the MRC Centre for Neuropsychiatric Genetics and Genomics, Cardiff University. The results are summarised in Table S5.

### CM differentiation and maintenance

Differentiation of iPSCs into CMs was carried out using two commonly utilised Wnt modulation protocols (Burridge et al., 2014; Lian et al., 2012). For differentiation, cells were seeded at a density of 14×10^4^-17.5×10^4^ cells per cm^2^ in wells coated with Geltrex™ as above and expanded to 75-80% confluency in B8 medium before differentiation was initiated. For the CDM3 protocol published by Burridge et al. (2014), the cells were changed to CDM3 (RPMI 1640 500 µg/ml, L-ascorbic acid-2-phosphate 213 µg/ml, penicillin-streptomycin 50 U/ml) with 6 µM CHIR99021 (Hello Bio) for 48 h. Following this, the medium was changed to CDM3 with Wnt 2 µM WntC59 (Hello Bio) for 48 h. After these treatment stages, cells were maintained in CDM3 media and refreshed every other day and then switched to CDM3-L (RPMI 1640 no glucose, 500 µg/ml Fraction V BSA, 213 µg/ml L-ascorbic acid-2-phosphate, 5 mM sodium DL-lactate) from days 10 to 14 to metabolically enrich the cultures for CMs.

For the GiWi protocol by Lian et al. (2012), the cells were plated as above and changed to RPMI B27^-insulin^ (Thermo Fisher) with 6 µM CHIR99021 for 24 h to initiate differentiation. This medium was then removed and replaced with RPMI B27^-insulin^ for 48 h. Following this, the spent medium was removed and mixed at 1:1 ratio with fresh RPMI B27^-insulin^ to make ‘conditioned medium’. To the conditioned medium was added 2 µM WntC59, and the cells were maintained in this for a further 48 h. After this, the medium was refreshed every 2 days with RPMI B27^-insulin^ and then with RPMI B27 from days 8 to 10. For cells differentiated using the GiWi protocol, RPMI B27-L (RPMI 1640 no glucose, 1× B27, 5 mM sodium D-L-lactate) was used to metabolically select cells from days 10 to 14.

Upon finishing selection, CMs derived using the CDM3 or GiWi protocols were maintained in CDM3 with media changes every 2 days.

### CM dissociation

The cell layer was washed with Hanks’ Buffered Saline Solution without Ca and Mg (HBSS, Merck). This was then removed, a pre-warmed dissociation solution (HBSS, 200 U/ml Collagen Type II, Worthington Biotech; 1 mM HEPES, pH 7.4, 10 µM Y37632, Hello Bio) was added, and the cells were incubated at 37°C for 3-3.5 h. The cell solution was then gently triturated, combined with an equal volume of media, and then filtered through a 100 µm filter. The cells in suspension were spun down at 400 ***g*** for 5 min, and the supernatant was removed. The cell pellets were resuspended at an appropriate concentration in CDM3 with 10% heat-inactivated FBS for replating. The following day, the medium was changed to CDM3.

### Immunofluorescence

Any cells to be analysed were dissociated as described above. For each sample, three wells per plate were pooled to minimise well-to-well variation and then plated onto 13 mm glass coverslips coated with 30-45 µg/ml of Geltrex™. The cells were allowed to attach and recover for a minimum of 48 h before any further processing. The fixation and permeabilisation method used was dependent on the antigen detected (see Table S3): either being carried out using 4% PFA for 10 min at RT, followed by permeabilisation with 0.25% Triton-X-100 DPBS without Ca^++^ and Mg^++^ (Thermo Fisher) for 10 min at RT, or using 100% ice-cold methanol for 15 min at 4°C. Regardless of the fixation and permeabilisation method used, blocking was carried out with DPBS without Ca^++^ and Mg^++^ 10% serum for 1 h at RT, with serum type matched to the secondary antibody used. Primary antibody incubation was carried out overnight at 4°C in blocking buffer. The samples were then washed five times for 15 min at RT with PBS-0.1% Triton-X-100 and then incubated with 1:1000 goat anti-mouse or anti-rabbit Alexa Fluor-conjugated antibodies (Thermo Fisher) in blocking buffer overnight. Information on antibodies used is shown in Table S4.

Hoechst 33342 at 1 µg/ml was used to counterstain nuclei by incubation for 15 min, followed by three 5-min washes in PBS without Ca^++^ and Mg^++^. This was followed by mounting in VECTASHIELD hard set mounting media with Phalloidin-TRITC. Alternatively, HCS Cell Mask Orange (Invitrogen) was used at 1× to stain cell membranes and nuclei for 30 min, followed by three 5-min washes PBS without Ca^++^ and Mg^++^. Mounting was then carried out using VECTASHIELD with DAPI (Vector Laboratories) to stain nuclei. A Zeiss LSM880 confocal microscope was used for imaging and FIJI/ImageJ software (Schneider et al., 2012) for image analysis and editing. Following IF staining and imaging, the TNNT2^+^ cells were analysed against the criteria adapted from Ang et al. (2016).

### Calcium imaging

Any cells to be analysed were dissociated as described above and then plated onto 13 mm glass coverslips coated with 30-45 µg/ml of Geltrex™. The cells were allowed to attach and recover for a minimum of 48 h before any further processing. For analysis of the TBX2 lines and their WT counterparts, cells were loaded with the Ca^++^-sensitive indicator Fluo-4-AM (5 µmol/L) for 30 min at RT, followed by at least 10 min for de-esterification. Experiments were performed in a modified Tyrode's solution containing 133 mM NaCl, 5 mM KCl, 1 mM NaH_2_PO_4_, 10 mM HEPES, 10 mM glucose, 1.8 mM CaCl_2_, and 1 mM MgCl_2_. The solution was adjusted to pH 7.4 with NaOH. Confocal line-scanning microscopy was performed using an inverted Leica SP5 confocal microscope with a 63×1.2 NA water immersion objective. Spontaneous Ca^++^ transients were recorded using the 488 nm line of an argon laser in line-scanning mode at 400 lines per second, with fluorescence emission collected between 500 and 650 nm. The confocal pinhole was set to <2 Airy units. For the GATA4 lines and WT controls, imaging was conducted using the widefield setting on an Olympus IX71 microscope. Before imaging, the cells were loaded with 1 µM Fluo-8-AM or 1 µM Fluo-4-AM (Stratech) in cell culture medium for 30 min at 37°C. This medium was then removed, and Tyrode's solution with 1 mM HEPES pH 7.4 (Merck, T2397) was added. The cells were then imaged using a 488 nm laser. For both, the temperature was maintained at 37°C during Ca^++^ imaging experiments using a heated microscope enclosure. The change in fluorescence over time was plotted using FIJI/ImageJ software (Schneider et al., 2012), and Ca^++^ transient analysis was performed using custom-written MATLAB scripts. As part of this analysis, non-cell background fluorescence was subtracted from any readings, and then average cell fluorescence (F) was divided by the diastolic fluorescence (F_0_) to account for possible variability in dye loading. This was used to calculate an average for the Ca^++^ transient amplitude value (reported as F/F_0_) and full duration at half maximum (FDHM).

### RNA-seq

The *Xenopus* RNA samples were converted to cDNA libraries using a Bioo NEXTflex directional v.2 kit and were sequenced at Bristol University's sequencing facility. The human RNA samples were converted to cDNA libraries using the Illumina TruSeq stranded mRNA library kit and sequenced at the Genome Research Hub, School of Biosciences, Cardiff University.

For the iPSC-CM experiments, RNA samples were converted to cDNA libraries (using the Illumina Trueseq kit) and sequenced at the Genome Research hub, School of Biosciences, Cardiff University. *n* refers to RNA samples derived from independent experiments. For each sample, three wells per plate were pooled to minimise well-to-well variation. In the GATA4-null dataset, day 2 samples have *n*=1, whilst all other time points have an *n* of 2. All RNA-seq samples relating to the *TBX2* lines have an *n* of 2, and all *PRDM1* time points have an *n* of 1.

### RNA-seq quantification and differential expression

For *X. laevis* sequence analysis, paired-end reads were aligned to *X. laevis* gene models v7.2 by JGI with Bowtie (Langmead et al., 2009), allowing for up to three mismatches in seed and leaving the other parameters at the default value. Gene hits were counted using RSEM (Li and Dewey, 2011) with default parameters. Expected read counts reported by RSEM were used to call DEGs, which were called using DESeq (Anders and Huber, 2010). The dispersion was estimated with ‘per-condition’ method and ‘gene-est-only’ sharing mode. Each treatment was separately compared to control at each time point, and genes with adjusted *P*-value (padj) <0.1 were defined as differentially expressed. To determine a gene's differential expression irrespective of time point, we took the time point with the minimum padj.

For human sequence analysis, RNA-seq data (75 bp single end) generated from human iPSC cell lines (40-45 M per sample) were quality trimmed using fastp (Chen, 2023), and trimmed sequences were aligned against the annotated Ensembl GRCh38.p14 human genome using STAR (Dobin et al., 2013). Quantification against gene objects was performed using Rsubread (Liao et al., 2019), and DEGs were derived using DESeq2 through the SARTools wrapper with default parameters (Varet et al., 2016). As with *Xenopus* data, each time point was compared to time- and batch-matched controls, and genes with padj<0.1 were defined as differentially expressed.

### Gene set enrichment

For *X. laevis*, to assess the composition of each group of genes, we performed gene set enrichment using Enrichr. We took genes from each cluster with a known *X. laevis* gene symbol and converted these to human symbols by removing any ‘.N’, ‘-a’, or ‘-b’ suffix for an integer *N* and converting it to uppercase. We then made the following substitutions to convert certain known *Xenopus* gene symbols to human, where the name of the orthologue has diverged or only a paralogue exists: *pou5f3*→*POU5F1*, *mix1*→*mixl1*, *dppa2*→*DPPA4*, *lefty*→*lefty2*, *ventx1-3*→*NANOG*, *mespb*→*MESP1*, *sox17a/b*→*SOX17*. We remove any duplicate names that arose in this process. Gene nomenclature for *X. laevis* follows the guidelines described at Xenbase (xenbase.org) (Fisher et al., 2023). For simplicity, in figures, we omitted the information on homologues (.L or .S) with the exception of *lefty1.S*, which was validated as DEG, unlike *lefty1.L*. We calculated enrichments for the following gene sets: KEGG_2021_Human, WikiPathway_2023_Human, BioPlanet_2019, GO_Biological_Process_2023, GO_Molecular_Function_2023, GO_Cellular_Component_2023. All enrichments are found in Table S1.

Human GO enrichment analysis was carried out using ShinyGO v0.77 and STRING v11.5 for network analysis (Ge et al., 2020; Szklarczyk et al., 2019) and is presented in Table S2. Normalised counts for DEGs identified in human iPSC samples are presented in Table S3.

### Western blotting

Cells were lysed in RIPA buffer (50 mM Tris-HCl, pH 8, 150 mM NaCl, 0.1% SDS, 0.5% Na deoxycholate, 1% NP-40, and 1× PI Complete Mini, Roche). Total protein extracts were mixed with 2× Laemmli loading buffer (Bio-Rad) and boiled for 10 min before loading; 20 µg of total protein was used per well. Bands were resolved via polyacrylamide gel electrophoresis; the samples were then transferred to a polyvinylidene difluoride membrane (Millipore). To block the membranes for 1 h, 5% skimmed milk in TBS Tween 20 (TBS-Tw: 5 mM Tris-Base, pH 7.4, 20 mM NaCl, 0.1% Tween 20) was used. All antibodies used are described in Table S4. For detection of TBX2, skimmed milk concentration was reduced to 1% to improve signal intensity. Incubation with primary antibodies was carried out overnight in blocking buffer at 4°C with constant rotation. Following this, the membranes were washed with TBS-Tw three times for 10 min each. Secondary antibodies were then applied to the membranes diluted in 5% skimmed milk TBS-Tw or for detection of TBX2 1% skimmed milk TBS-Tw. The membranes were washed with TBS-Tw three times for 10 min each to remove excess antibody. Clarity Western ECL (Bio-Rad) was used for development, followed by exposure of the membranes to Amersham Hyperfilm (Merck).

## Supplementary Material

10.1242/biolopen.062553_sup1 Supplementary information

Table S1. Gene set enrichment analysis for the overlap in differentially expressed genes in *Xenopus* explants treated with Gata4 (G4), Gata4 and Dkk1 (G4D), or Nodal (N).

Table S2. Gene set enrichment analysis for the human iPSC lines at the days indicated.

Table S3. Normalised count from RNA-seq analysis of the WT Rebl Pat parental human iPS cell line and its mutant derivatives at different days of iPSC-CM differentiation.

Table S4. Information on antibodies, sgRNAs and primers used in this study.

Table S5. Karyotyping data for the parental Rebl Pat iPS cell line and its edited derivatives

# Supplementary material for: Conserved roles of GATA4 and its target gene TBX2 in regulation of human cardiogenesis
**Source:** Biol Open. 2026 Jun 15;15(6):bio062553. doi: 10.1242/bio.062553
**Supplement:** Supplementary information

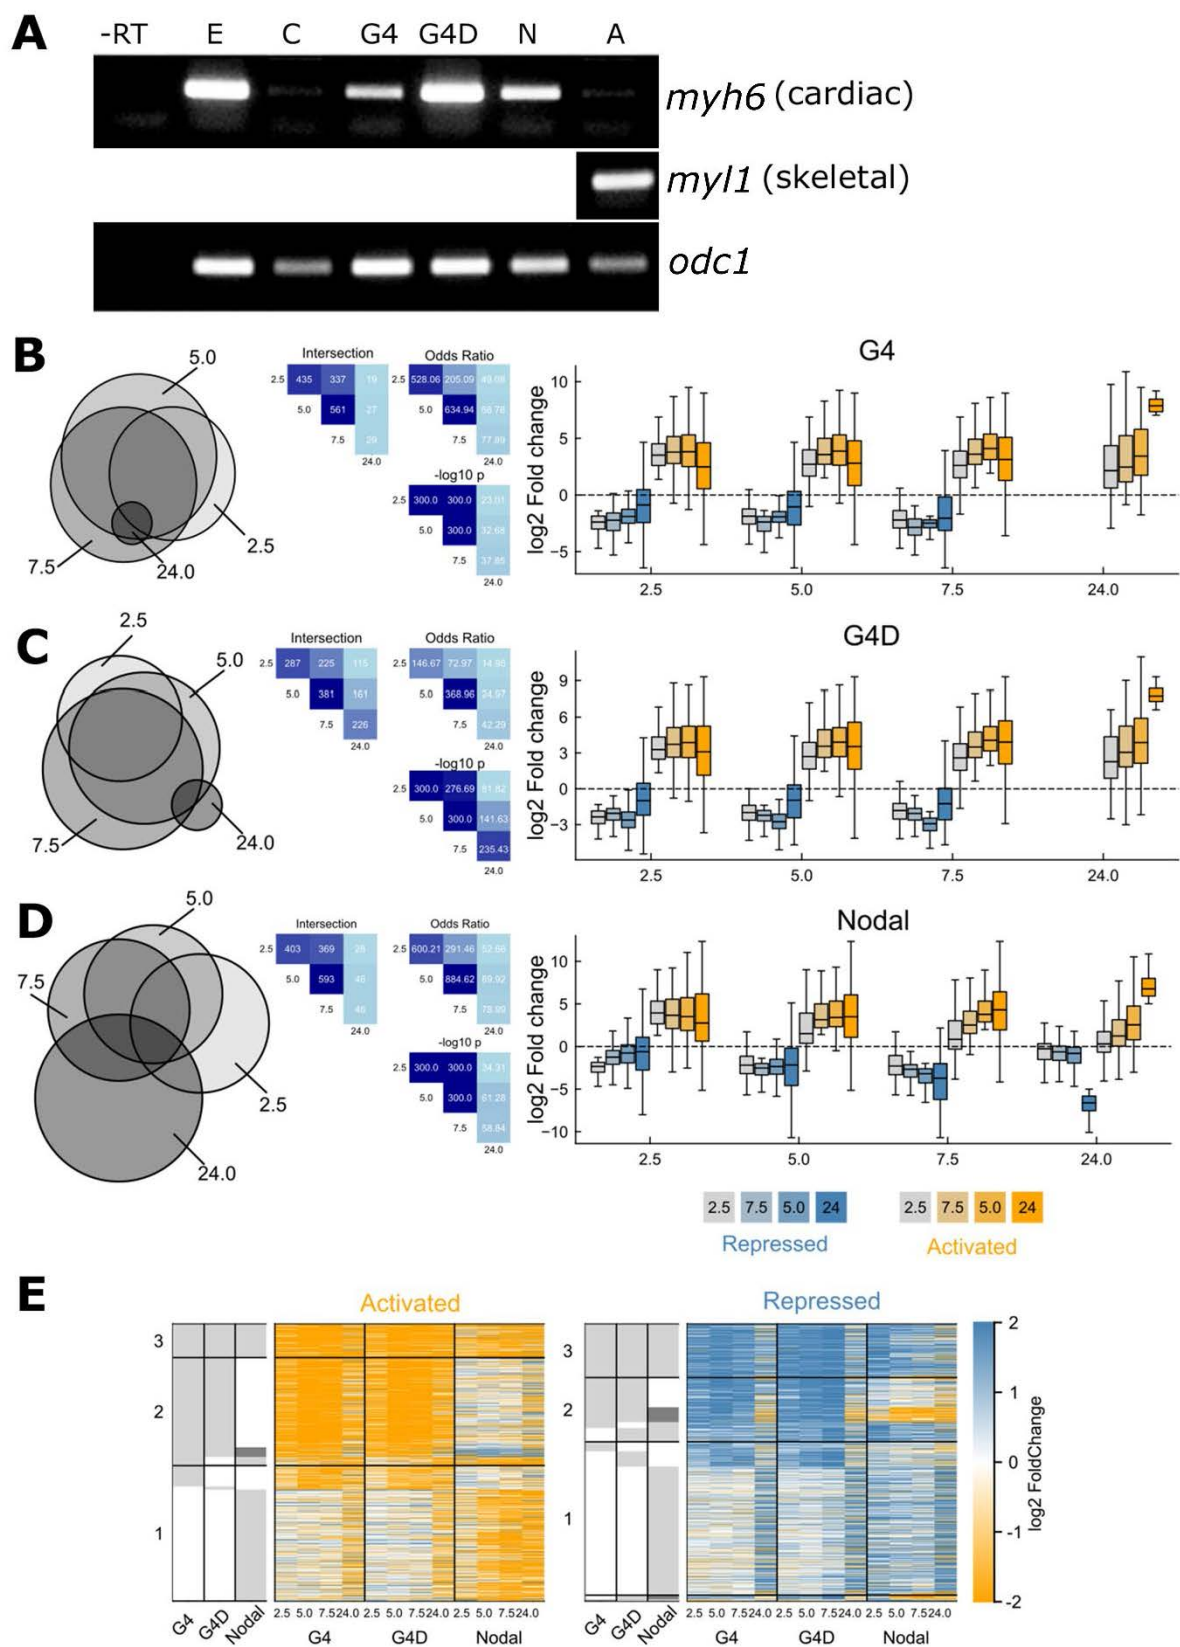

**Fig. S1. Summary of differential expression time course for genes induced by GATA4 (G4), GATA4+DKK1 (G4D), and Nodal5 (N, Nodal) in *Xenopus* animal cap explants. (A)** Confirmation of cardiogenic conditions used in RNA-seq. RT-PCR showing expression of

cardiac marker *myh6* in animal cap explants exposed to cardiac inducing conditions (G4, G4D and Nodal) and *myl1* when skeletal muscle is induced by a low dose of Activin protein. *odc1* is used as a loading control. Samples were collected when sibling embryos reached st. 34. E-sibling embryo. C- control animal caps. (B-D). Intersection between differentially expressed genes between timepoints for G4 (B), G4D (C), Nodal (D). For each condition, left provides Venn diagram of intersection between differentially expressed genes at each timepoint; center provides intersection size, odds ratio, and right-tail Fisher exact test p-values between intersection of all pairs timepoints; right boxplots describing the log2 Fold Change of genes differentially expressed at each time point (horizontal axis 2.5, 5.0, 7.5, and 24h), at all other timepoints. We find highly significant associations between all timepoints, particular 2.5-7.5h. 

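Of the 157 gene models called with GATA4-GR at 2.5 h, 133 were also called at 5 h (odds ratio 431), 120 at 7.5 h (odds ratio 245) and 105 at 24 h (odds ratio 23.4). The calls at 5 and 7.5 h shared 347 models (odds ratio 339). With 24 h, the 5 h calls shared 287 models (odds ratio 15.1) and the 7.5 h calls shared 321 (odds ratio 20.2). With GATA4-GR+Dkk-1, 86 models were called at both 2.5 and 5 h (odds ratio 388), 94 at 2.5 and 7.5 h (odds ratio 386) and 280 at 5 and 7.5 h (odds ratio 349), while the odds ratios with 24 h were 18.1, 21.5 and 16.7. With Nodal5, 96, 93 and 133 models were shared by these early pairs (odds ratios 275, 171 and 357), and the odds ratios with 24 h were 6.14, 8.25 and 10.3. Every model called at both time points of a pair changed in the same direction. The dispersions come from a model in which a change of direction between time points counts as dispersion. Models that change direction were therefore less likely to be called, and this agreement does not show that directions are stable. Gene models are not replicates and the dispersions were shared between time points, so no p-value is given for these odds ratios. Early calls were more numerous when the 24 h libraries were left out of the dispersions. The 120 models activated by GATA4-GR at 2.5 h had a median log2 fold change of 3.7 at 2.5 h, 4.18 at 5 h, 4.19 at 7.5 h and 3.41 at 24 h. The 37 models repressed at 2.5 h had medians of -3.23, -2.2, -2.06 and -1.86 at these time points, and the 103 models activated by Nodal5 at 2.5 h had medians of 4.48, 4.11, 3.76 and 3. The 1494 models activated by GATA4-GR at 24 h had medians of 0.27, 0.655 and 0.772 at the earlier time points and 3.28 at 24 h.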

(E) Heatmap of log fold change of activated and repressed genes per timepoint, as in Figure 1D regardless of timepoint. Left grey heatmap indicates whether gene is differentially expressed at any timepoint.

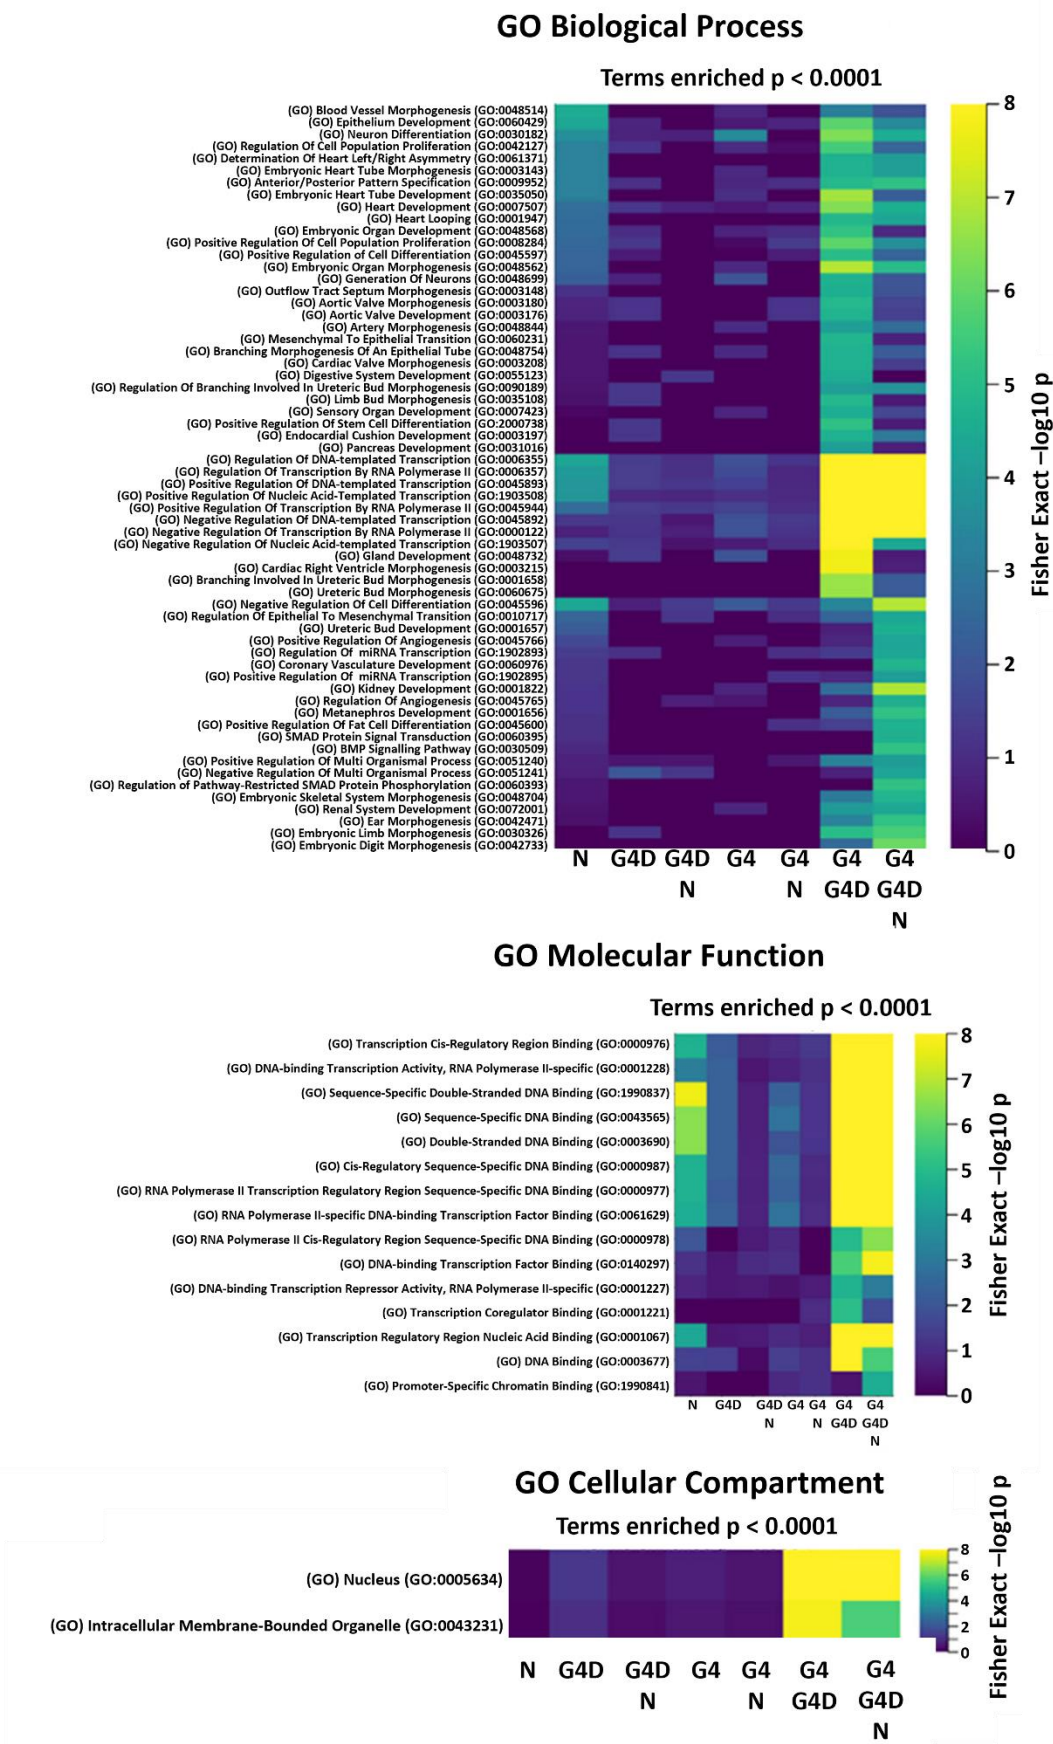

**Fig. S2. Gene ontology enrichments for genes differentially expressed during cardiogenesis induced by GATA4 (G4), GATA4+DKK1 (G4D) and Nodal5 (N) in *Xenopus* animal cap explants.** Heatmap of gene ontology enrichments with  $FDR < 10^{-6}$  for sets of genes defined in upset plot in Figure 1b, heatmap as shown in Figure 1d, for Biological Process (top), Molecular Function (middle), and Cellular Compartment (bottom).

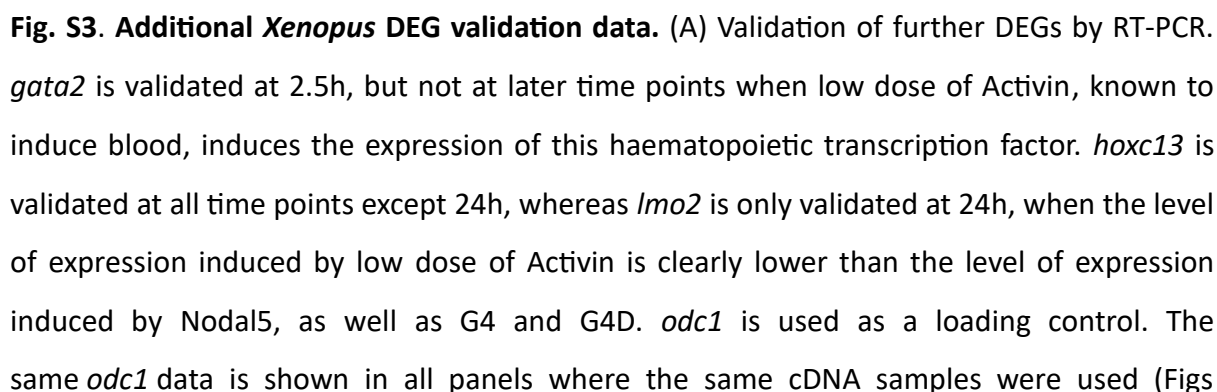

1E,G,H, 2A,D and S3A). (B) Three out of twelve tested *prdm1* genomic regions interact with GATA4. These are indicated by red numbers (1, 6, 12) in gel analysis of PCRs. The region 12 is the same as region 2 in Fig. 2F. (C) Sequences of *prdm1*, *tbx2* and *id3* ChIP-positive amplicons. Sequence used to derive PCR primers is underlined. Translation start ATG was used as starting point for numbering the sequences 5' from it. GATA sites are highlighted in yellow. (D, E) Additional images for in vivo analysis of *tbx2* and *prdm1* function. Ventral views of the head and heart region of st. 36/7 *Xenopus laevis* embryos processed for *myl7* whole mount in situ hybridisation to visualise the heart. Embryos injected with *tbx2* MO or *prdm1* mRNA were classified in 2 groups: (1) with milder phenotype (looping defects) and (2) with more severe phenotype (smaller linear heart tube, cardia bifida). The number of embryos in each group is indicated. Control embryos were uninjected. Anterior to the top.

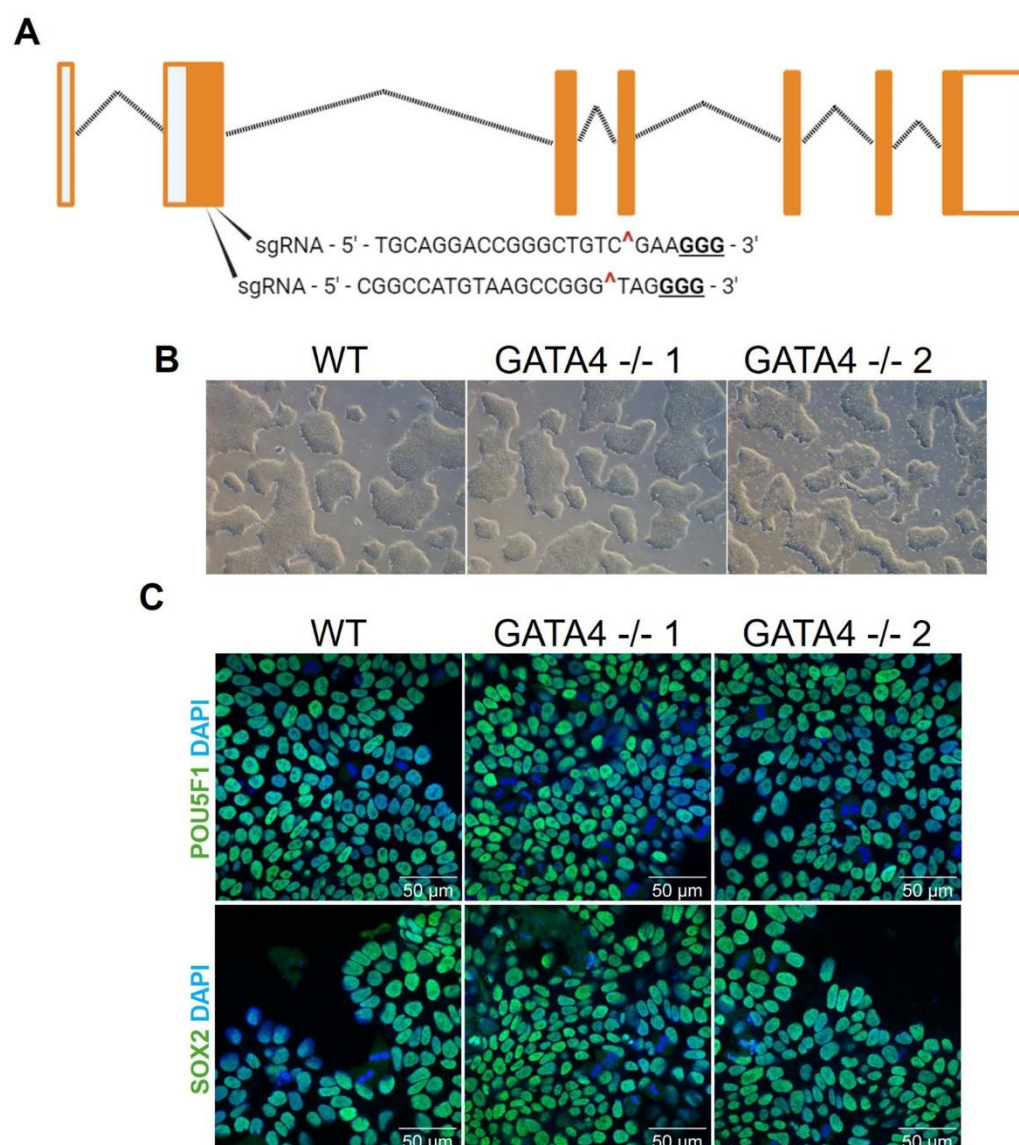

**Fig. S4. Generation and pluripotency assessment of the of GATA4 <sup>-/-</sup> iPSC lines.** (A) An overview of the human GATA4 gene locus. Exons are represented as boxes; coding regions are filled versus non-coding unfilled regions. Introns are represented by a dotted line. The CRISPR guides to edit the gene were targeted towards the end of the first coding exon and are labelled as sgRNA. The PAM for each is shown in bold and underlined. The cut site is indicated by a '<sup>^</sup>'. (B) Brightfield 4x images of WT and GATA4 null iPS cell colonies in culture. (C) Immunofluorescence for POU5F1 (green), and SOX2 (green) in WT and GATA4 null iPS cell colonies. DAPI (blue) was used to counterstain nuclei. Two independent lines with identical trans-heterozygous deletions (not shown) were created. In all figures samples labelled GATA4<sup>-/-</sup> were derived from the GATA4<sup>-/-</sup>1 line.

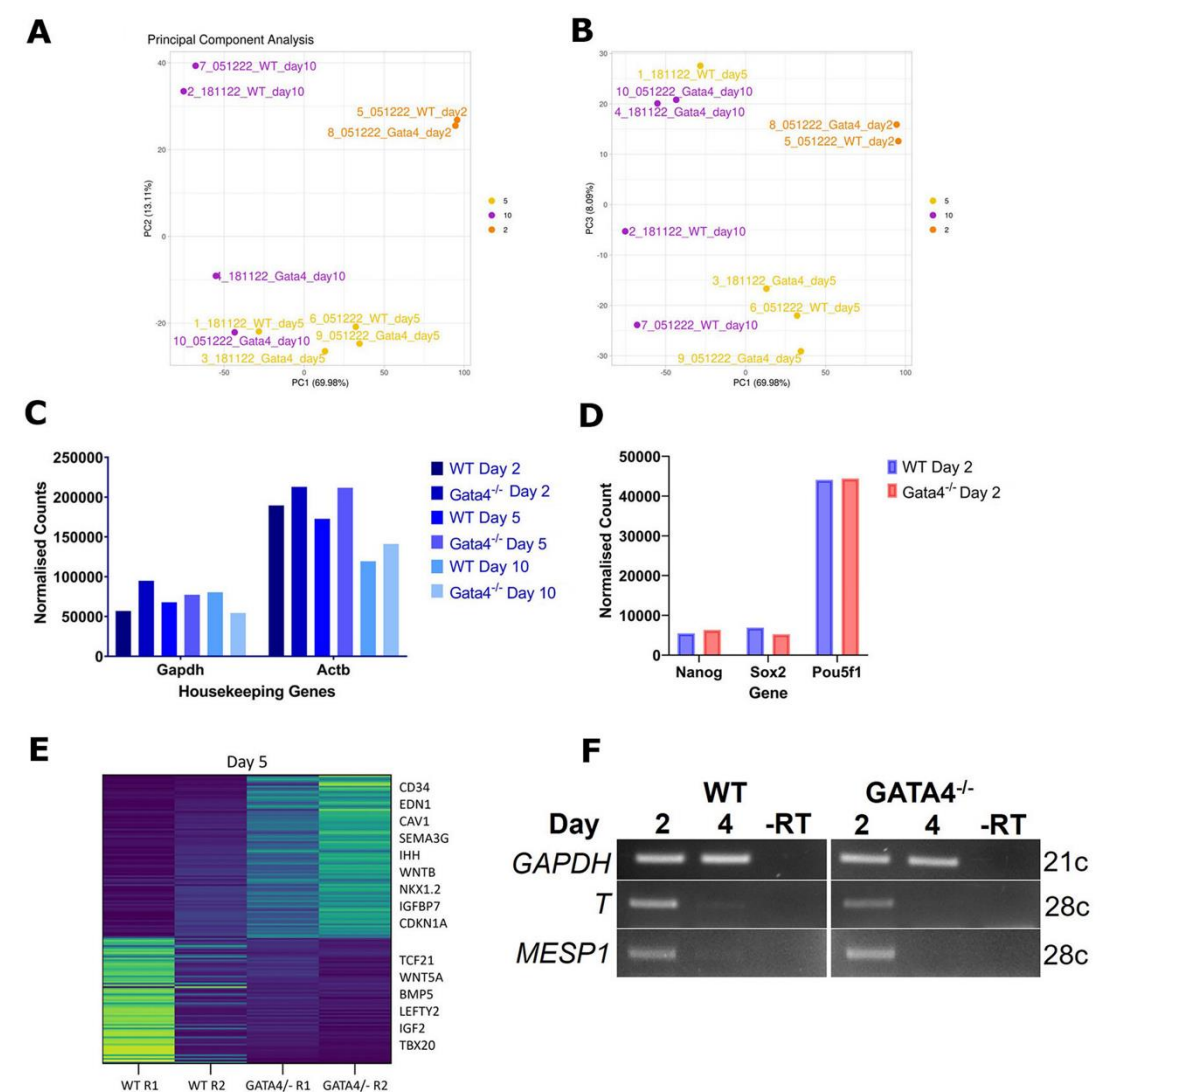

**Fig. S5. Quality control of GATA4 <sup>-/-</sup> iPSC-CM RNA-seq data.** (A-B) Principal component plots for WT and GATA4<sup>-/-</sup> samples at days 2 (n = 1), 5, and 10 of differentiation, n = 2. (C) The mean average of the normalised counts for housekeeping genes; *GAPDH* and *ACTB* are shown for each time point. (D) A plot of normalised counts for WT and GATA4<sup>-/-</sup> samples at day 2 for pluripotency genes *NANOG*, *SOX2*, and *POU5F1*, n = 1. (E) Heatmap of all genes found to be differentially expressed (DEGs) by a log<sub>2</sub>FC of 2 or more in the GATA4<sup>-/-</sup> line at day 5, two repeats (R1, R2). Example genes are indicated on the right. (F) RT-PCR analysis showing comparable expression of *T* and *MESP1* in WT and GATA4<sup>-/-</sup> cells at days 2 and 4 of differentiation. *GAPDH* has been used as a loading control (n = 2).

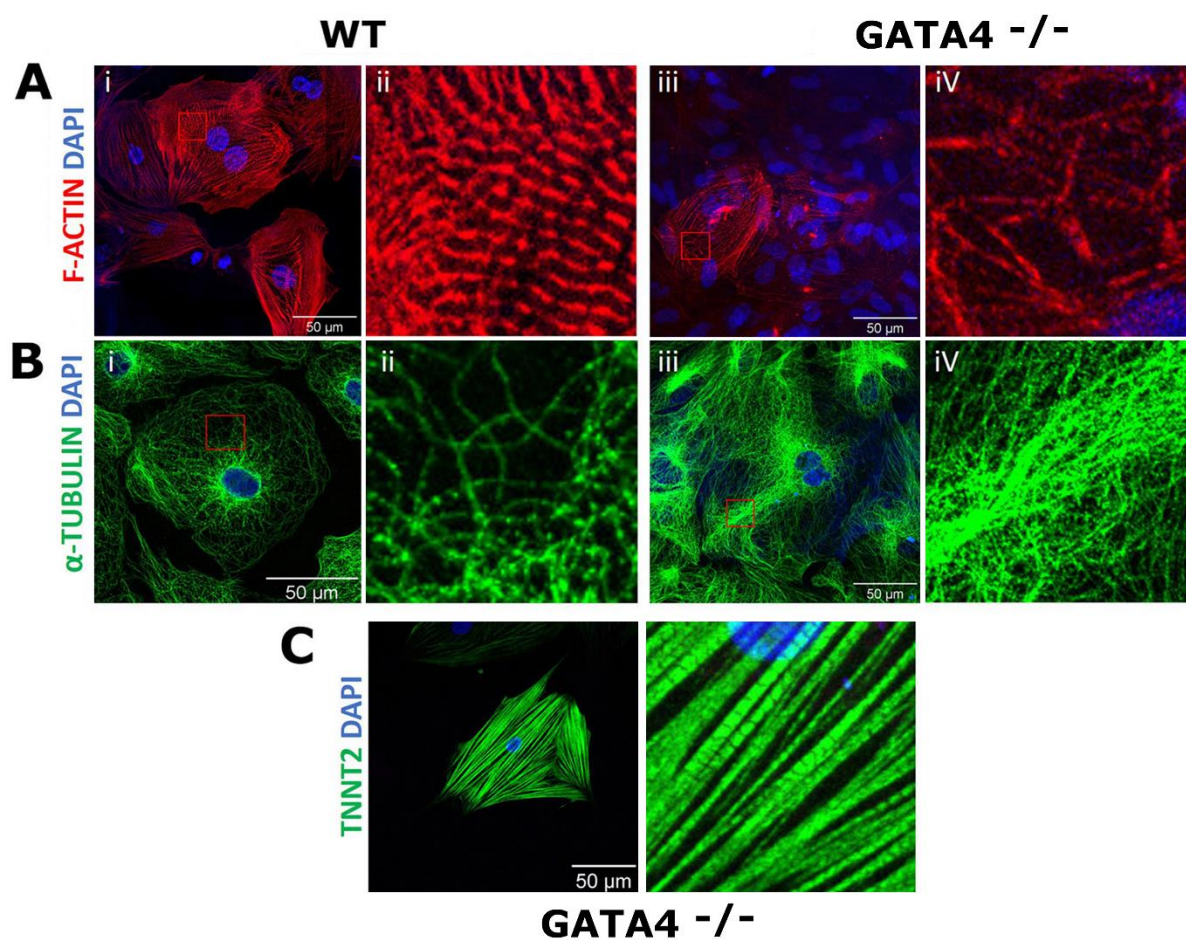

**Fig. S6. Expression of F-ACTIN and α-TUBULIN in WT and GATA4 null cells.**

IF staining was carried out on WT and GATA4<sup>-/-</sup> lines at day 32 and images taken at 40x with an oil immersion lens. Panel (A) shows staining for sarcomeric component Filamentous Actin (F-ACTIN). Panel (B) shows staining for non-sarcomeric cytoskeletal protein α-TUBULIN. Images labelled ii and iv show magnified cropped areas. In panel (C), a GATA4<sup>-/-</sup> cell with some striations is shown. Among the GATA4<sup>-/-</sup> cells analysed, this one had the mildest phenotype. See Fig. 4 legend for further details.

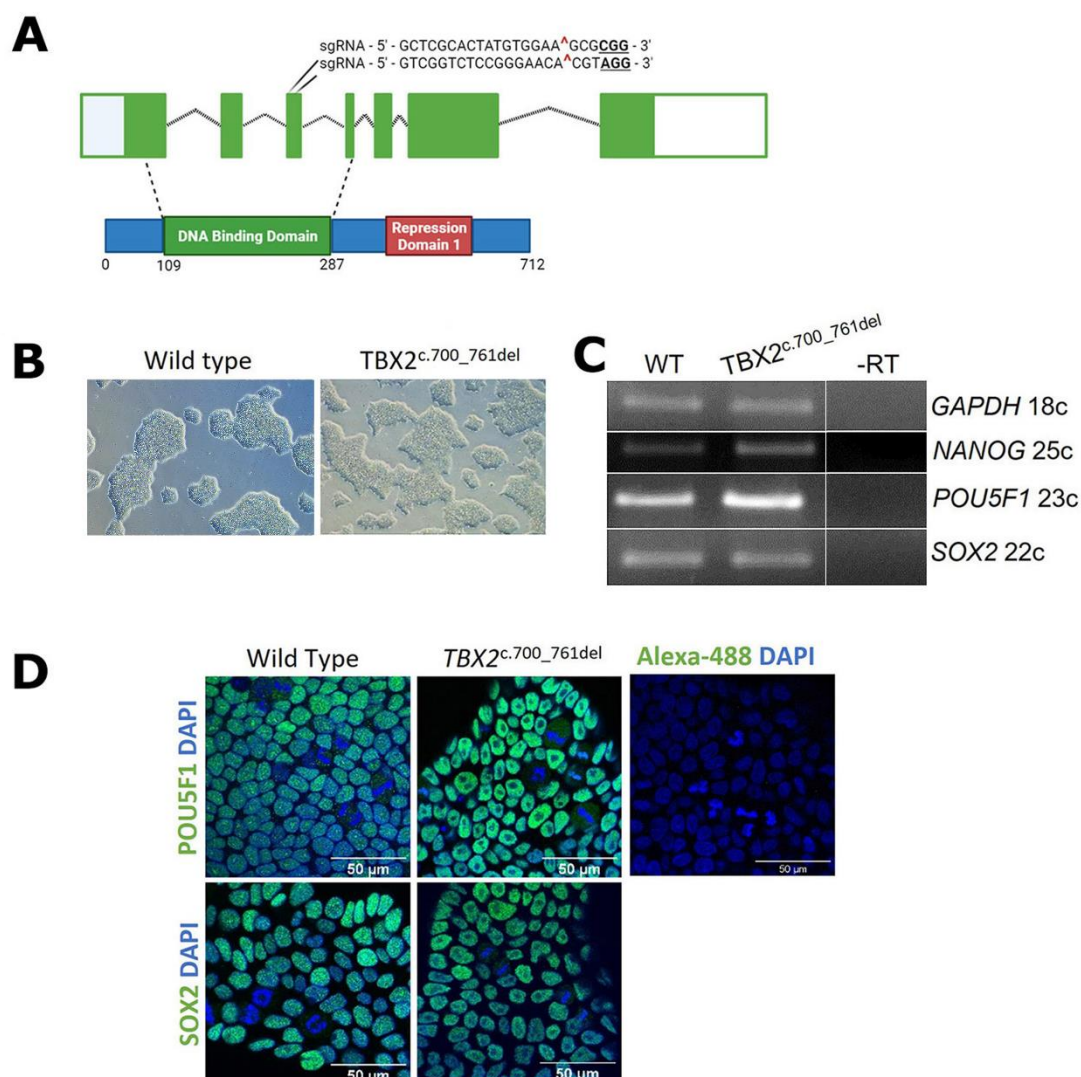

**Fig. S7. Editing of the *TBX2* gene locus and pluripotency control of the mutant line.** (A) A representation of the *TBX2* gene locus with exons shown as boxes. Coding regions are filled, and non-coding regions are empty. Introns are represented by a dotted line. The CRISPR guides used for editing were targeted to exon 3. The resulting mutation leads to the entirety of this exon being skipped. See Fig. S9 for more details. This is mapped onto the protein representation below to indicate the impact of this on the DNA binding domain. (B) Brightfield images showing WT and TBX2 c.700\_761del iPSC colonies. (C) Expression of pluripotency factors NANOG, POU5F1, and SOX2 analysed by RT-PCR in WT and TBX2 mutant iPSCs. GAPDH is used as a normalisation control. (D) Immunofluorescent images of WT and TBX2 mutant iPSCs stained for POU5F1 and SOX2 (green), and counterstained with DAPI (blue). Taken at 63x with a confocal microscope.

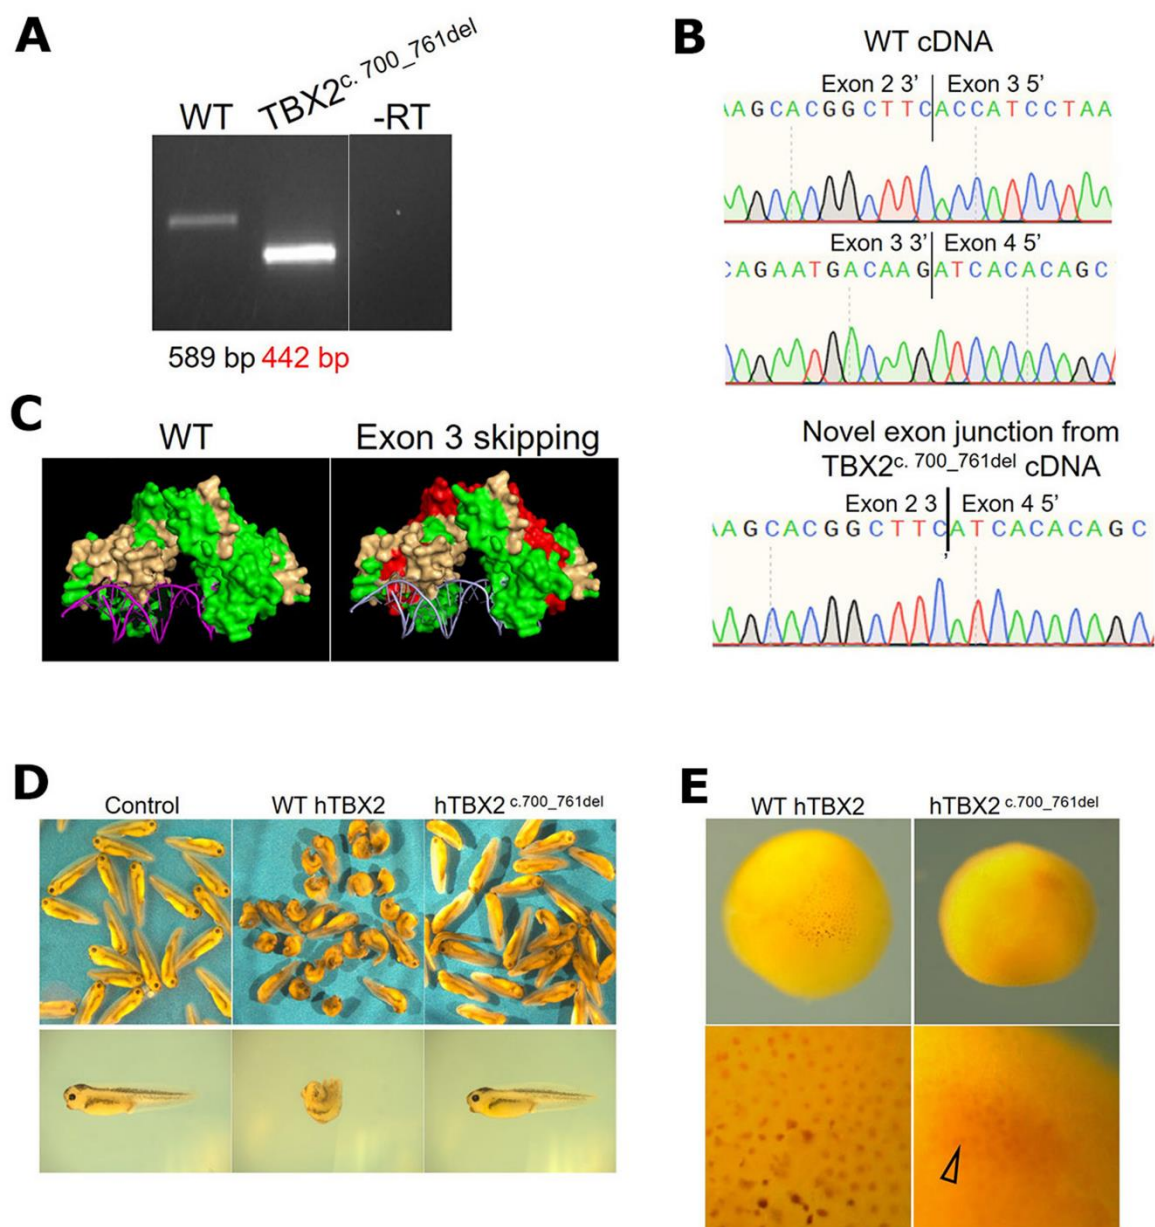

**Fig. S8. The outcome of the TBX2 mutation.** (A) RT-PCR analysis of day 10 samples shows based on the cDNA produced that the mRNA transcribed from the mutated gene locus misses ~150 bp. (B) Sanger sequencing trace files confirm 147bp deletion. The areas covering the 3' and 5' exon junctions from WT cDNA are shown alongside the new exon junction present in the TBX2 mutant that skips exon 3 (147 bp). (C) TBX3 is the closest relative of TBX2 with a 3D structure available. Here, the TBX3 DBD (PDB ID 1H6F) is shown binding to DNA as a homodimer. The regions absent in the TBX2 c.700\_761del mutant line are shown in red. (D) Brightfield images showing stage 37/8 *Xenopus laevis* embryos, injected uniformly at the 2-4 cell stage with a WT h (human) TBX2 (n = 93) or hTBX2

c.700\_761del (n = 97) capped mRNA, in comparison to un-injected controls (n = 101). Combined numbers from 3 experiments. Single pictures displaying representative example embryos from each treatment group are shown below. The embryos injected with WT TBX2 mRNA show strong gastrulation defects, but those injected with mutant TBX2 mRNA are indistinguishable from controls. (I) Immunohistochemical staining in stage 9.5 embryos using an anti-HA antibody to detect HA tagged WT and mutant hTBX2 proteins. The WT but not mutant protein is readily detected in the nuclei. Taken together, the data shown here and in Fig. 6A indicate that the deletion of aa. 700-761 removes part of DNA binding domain and leads to destabilisation of TBX2 protein, resulting in a functional null mutation, at least when expressed in *Xenopus* embryos. Indirect assessment of TBX2 mutant protein in *Xenopus* embryos was undertaken as commercially available antibodies against human TBX2 showed low sensitivity.

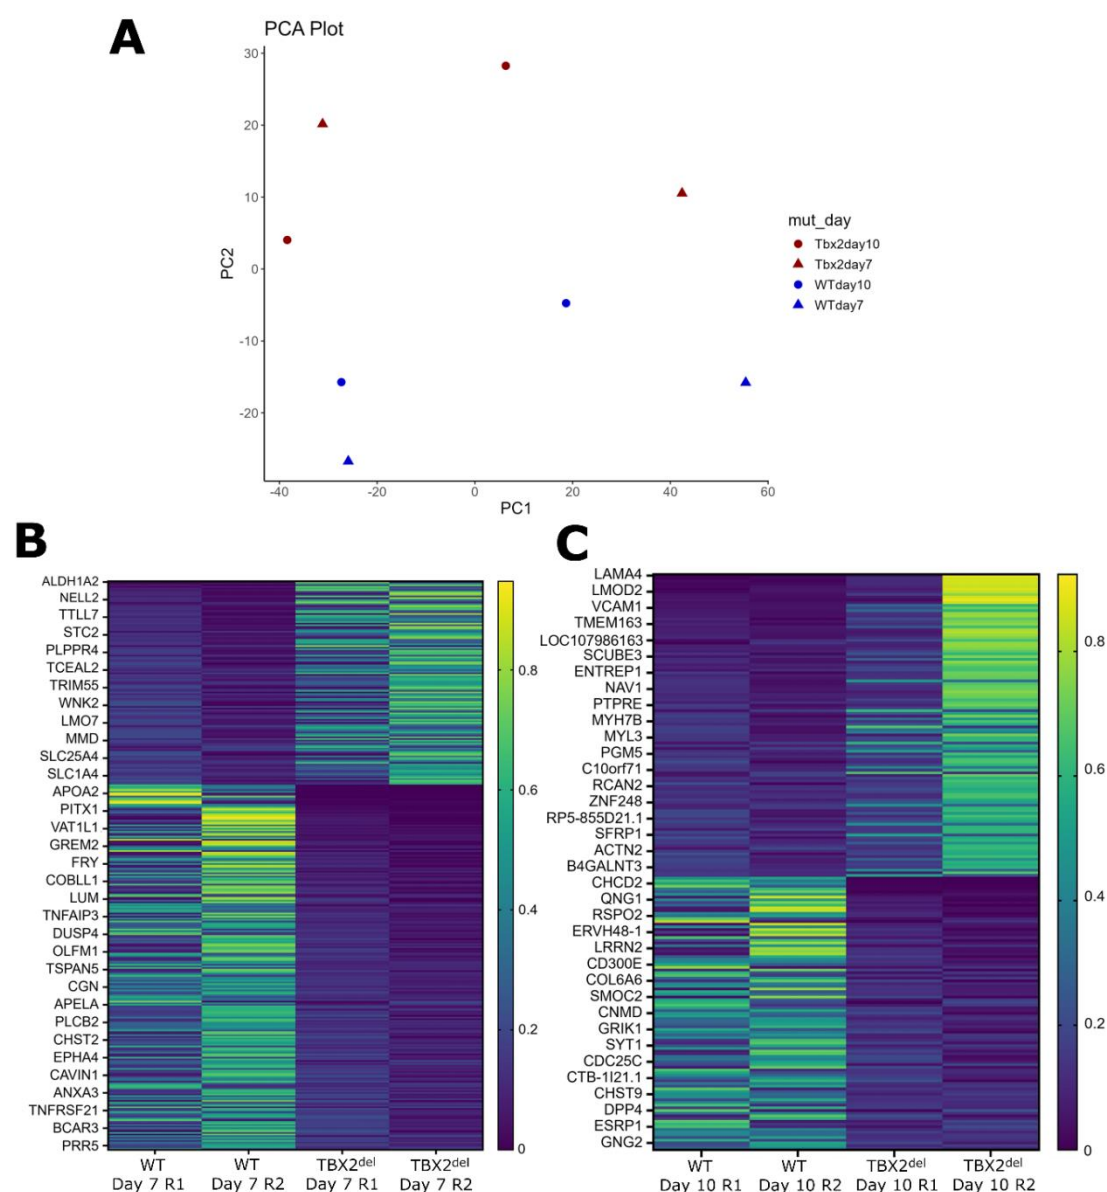

**Fig. S9. Quality control of TBX2 <sup>-/-</sup> iPSC-CM RNA-seq data and selected up- and down-regulated genes.** (A) PCA plot showing WT vs TBX2 mutant samples at day 7 and day 10 of differentiation. (B) A heatmap showing DEGs at day 7 in the TBX2 mutant line and (C) at day 10. Whilst the upregulated genes and GO terms are more prominent (p values in the 10<sup>-11</sup>-10<sup>-20</sup> range; Fig. 6, Supplementary Table 2), the downregulated genes and GO terms (p values in the 10<sup>-5</sup>-10<sup>-9</sup> range; Supplementary Table 2), include ECM genes such as COL6A6, RSPO2 and SMOC2 (panel C) and GO terms such as ‘ECM’, ‘extracellular region’ and ‘collagen-containing extracellular matrix’ (Supplementary Table 2).

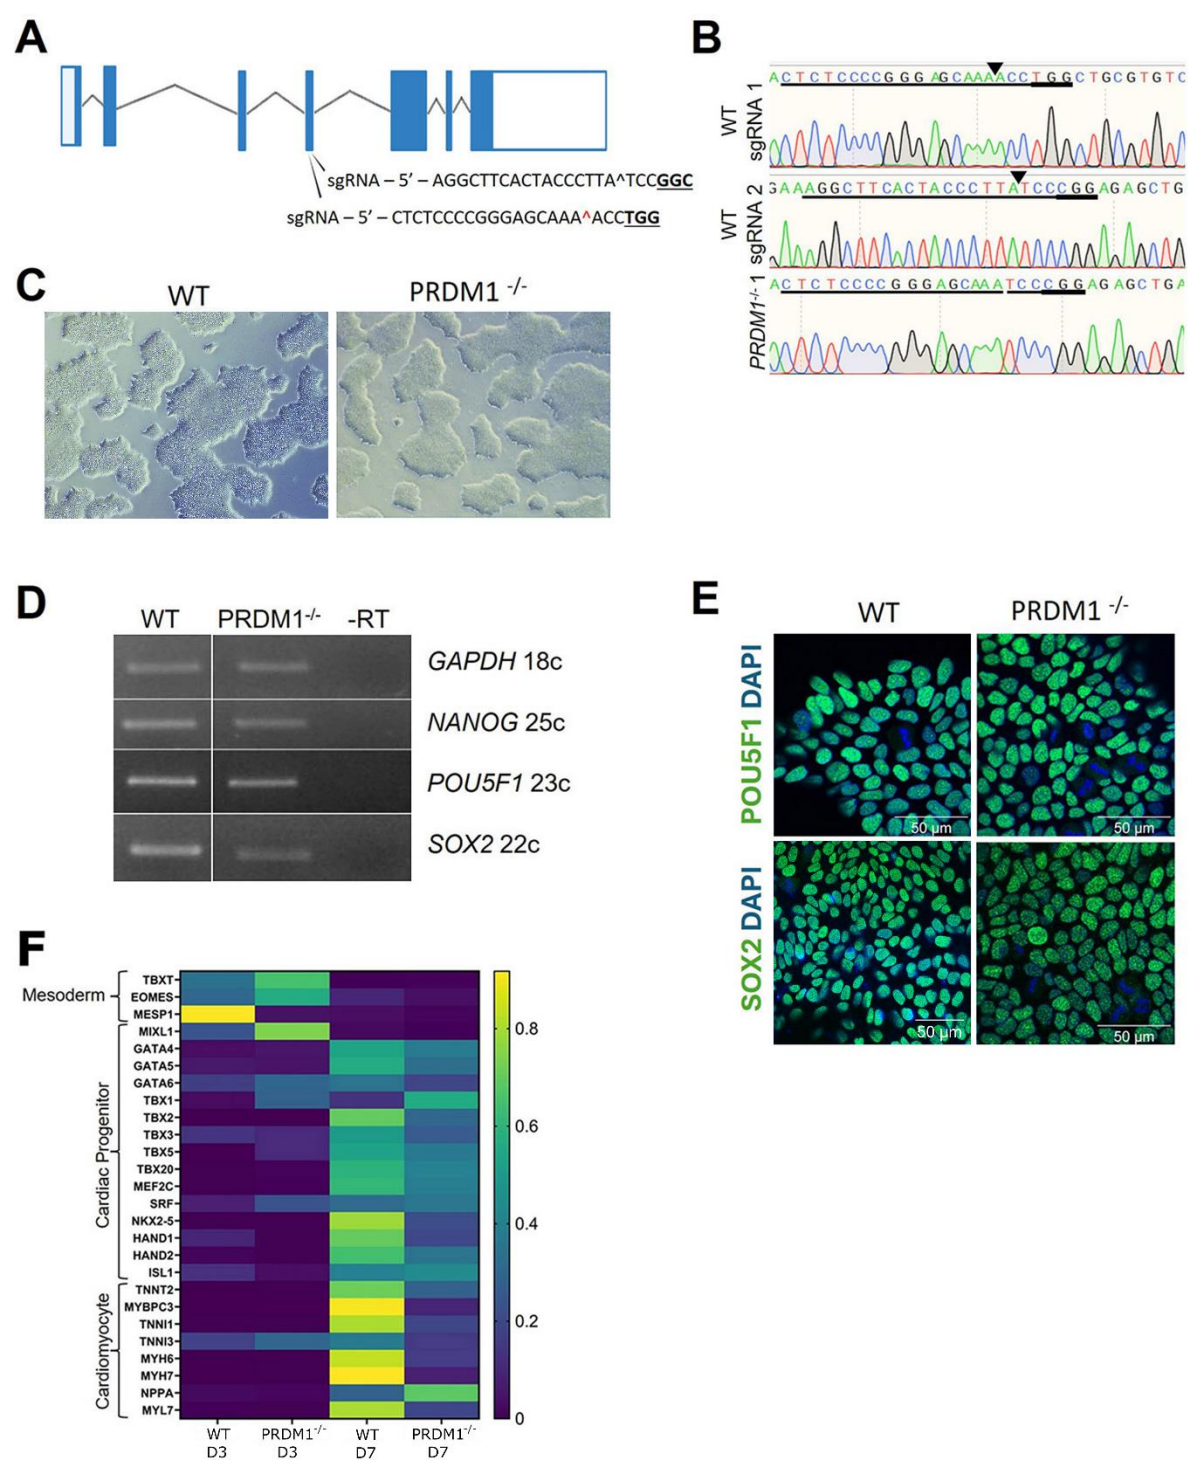

**Fig. S10. Generation and pluripotency assessment of the PRDM1 <sup>-/-</sup> iPSC line.** (A) The PRDM1 gene locus with exons depicted as boxes and coding regions of these as filled boxes. Introns are represented as dotted lines. The guide RNAs used to knockout PRDM1 were targeted to exon 4 as this is shared amongst all PRDM1 isoforms. The PAM sequence is shown in bold and underlined. The cut site is indicated by ‘^’. (B) Sanger sequencing trace files showing the locus before and after editing. Guide RNAs have been underlined with PAM

sites underlined in bold. Cut sites indicated with a black arrow. (C) Brightfield images showing WT and PRDM1<sup>-/-</sup> iPS cell colonies. (D) RT-PCR showing the expression of NANOG, POU5F1, and SOX2 expression in WT and PRDM1<sup>-/-</sup> 1 iPSCs. GAPDH was used as a normalisation control. (E) Immunofluorescence images showing POU5F1 (green), and SOX2 (green) expression in WT and PRDM1<sup>-/-</sup> cells with DAPI (blue) used to counterstain nuclei. This demonstrates localisation of these TFs to the nucleus in non-dividing cells. (F) A heatmap generated from RNA-seq data showing the expression of mesoderm, cardiac progenitor and cardiomyocyte markers as days 3 and 7 of differentiation in the WT and PRDM1<sup>-/-</sup> line.

**Table S1.** Gene set enrichment analysis for the overlap in differentially expressed genes in *Xenopus* explants treated with Gata4 (G4), Gata4 and Dkk1 (G4D), or Nodal (N).

Available for download at

<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.062553#supplementary-data>

**Table S2.** Gene set enrichment analysis for the human iPSC lines at the days indicated.

Available for download at

<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.062553#supplementary-data>

**Table S3.** Normalised count from RNA-seq analysis of the WT Rebl Pat parental human iPS cell line and its mutant derivatives at different days of iPSC-CM differentiation.

Available for download at  
<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.062553#supplementary-data>

**Table S4.** Information on antibodies, sgRNAs and primers used in this study.

Available for download at  
<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.062553#supplementary-data>

**Table S5.** Karyotyping data for the parental Rebl Pat iPS cell line and its edited derivatives

Available for download at  
<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.062553#supplementary-data>

How the deposited data were processed for this re-analysis (not part of the article)

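RNA from Xenopus laevis animal cap explants was measured in 16 libraries: control, GATA4-GR, GATA4-GR+Dkk-1 and Nodal5 at 2.5, 5, 7.5 and 24 h, with 1 library per treatment and time point. The low-activin and Dkk-1-alone explants and the human cell experiments of the paper were not analysed here.

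The authors aligned paired-end reads to the JGI v7.2 gene models with Bowtie, allowing up to 3 mismatches in the seed, and estimated a count per gene model with RSEM. The deposited values are these expected counts, not normalized, for 54142 gene models. The authors' own calls came from DESeq with per-condition dispersions and gene-wise estimates only. That package was not used here.

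Expected counts were rounded to whole numbers, and models with too few counts were left out with edgeR's filterByExpr (minimum count 10), which kept 30958 models. Libraries were scaled by TMM. edgeR 4.0.16 in R 4.3.3 was used for the tests and DESeq2 1.42.0 as an alternative, with Benjamini-Hochberg adjustment over the models tested and a threshold of 0.1, as in the paper's methods. The change shared by the time points was tested with edgeR's quasi-likelihood test in a model of time point and treatment over all 16 libraries. Its error is the variation of the effect between time points, with a biological coefficient of variation of 0.301. Calls at one time point used edgeR's likelihood ratio test with the dispersions of that model, since 1 library per group leaves none to estimate, and the call irrespective of time point took the time point with the smallest adjusted p-value. No p-value of a single model from those comparisons is given. Log2 fold changes at one time point are differences of log2 CPM with a prior count of 2.

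The tests were checked on simulated counts with 200 changed models and a coefficient of variation of 0.3. The change was made in GATA4-GR alone, equally at all time points, and in models with a mean of at least 50 counts. Effects that differ between time points were not part of this check. The shared test recovered 99.5% of them with 8.29% false calls, a call at 1 time point recovered 30.5% with 21.8% false calls, and the call irrespective of time point recovered 68% with 20% false calls. The single-time-point counts therefore hold more false calls than their threshold states. Total counts from 11339819 to 23310242 per library limit the counting error but not the error between explant batches, which was not measured.

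Alternatives were the size factors, DESeq2, the filter on low counts, the threshold, the libraries in the fit, the way dispersions are estimated, fold change thresholds with no test, and the gene models and prior count behind the correlations. They were set before the data were examined. The alternatives with dispersions from within each time point and with calls at the early time points only were chosen after seeing the data. Tests of the 24 h effect against the earlier effect were also added then.

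None of the gene model identifiers was found in the gene name table used here (0 of 54142), and the files do not pair identifiers with names. The planned results for named genes and for the genes of enriched terms, and the alternatives that sum homeologous copies, were therefore not run. Named models were to be chosen by a rule that needed gene names, so the identifiers printed were chosen after their values were seen, as 2 models that rose and 2 that fell at most.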

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

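The tests in this part were chosen after the values they concern were seen, and what each would show was written down before it was run. Total counts, scaling factors, models detected and the share of the 10 highest models were compared within each treatment and within each time point, 32 groups of 4 libraries. A library stood apart in 6 groups, where about 1.6 are expected by chance. These measures are related to each other, so the 6 are not independent.

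The control library at 24 h had a TMM scaling factor of 0.71, apart from the other control libraries, and the 24 h libraries of GATA4-GR (0.867) and Nodal5 (0.816) stood apart from theirs. Without the 100 models with the highest counts, the gap divided by the range was 0.8813 for control, 0.8236 for GATA4-GR and 0.784 for Nodal5. The first of these is above Dixon's 95% critical value for 4 libraries and the others are below it. A few highly expressed models may therefore contribute to the GATA4-GR and Nodal5 values, the former only just, but they leave the control value apart. The GATA4-GR+Dkk-1 library at 24 h had a factor of 0.912, and every earlier library had one from 1.02 to 1.1. The factor was thus lower at 24 h with every treatment, which argues against 1 unusual library as the source of this shift. A change of the transcriptome with time is a candidate explanation. It cannot be separated from another difference shared by the 24 h libraries, and the control library may be unusual in addition.

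Within their time points, the Nodal5 libraries had scaling factors of 1.04 at 5 h and 1.02 at 7.5 h, below the other treatments. Without the 100 highest models the gap divided by the range was 0.7026 at 5 h and 0.7018 at 7.5 h, so these differences may come from a few models. The GATA4-GR library at 2.5 h had 33697 models detected, fewer than the later GATA4-GR libraries. With all libraries thinned to the smallest total, which is that of this library, the gap divided by the range was 0.8122, so sequencing depth may account for part of it.

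The effect of each treatment at 24 h differed from its effect at 2.5 to 7.5 h by a test of that difference, with 6 residual degrees of freedom. The test called 7969 models with GATA4-GR, 7690 with GATA4-GR+Dkk-1 and 9529 with Nodal5, of 30958. Of these, 60.5%, 56.2% and 57.3% had opposite signs at 24 h and in the mean of the earlier time points. Choosing models for a difference between the effects itself favours opposite signs. These shares therefore do not show how common a change of sign is. The coefficient of variation was 0.301 in the model without this difference and 0.134 with it. One unusual control library at 24 h would leave fewer calls in a comparison that uses no control: Nodal5 against GATA4-GR called 7033 models. Other scaling changed little, with 7996 models for GATA4-GR under median-of-ratios size factors. GATA4-GR+Dkk-1 against GATA4-GR, which also sets 1 library at 24 h against another, called 108 models, far fewer, but its fold changes also grew, from 125 models with an absolute log2 fold change of at least 2 at 7.5 h to 406 at 24 h. Without replicates this does not settle whether libraries vary more at 24 h. The residual spread of this test comes from the early time points alone. A biological change of the effect with time is therefore a hypothesis that cannot be told apart from larger variation between libraries at 24 h. In simulated counts with a coefficient of variation of 0.3 this test recovered 12 of 200 models changed at 24 h alone. Of its 16 calls there, 4 (25%) were false. The simulated variation was larger than the 0.134 of this model in the data, so these shares need not hold for the test here.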

How the results depend on the processing

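No pairing by replicate was possible because each treatment and time point has 1 library and no replicate numbers. The shared test does compare the treatments within time points, through its term for time point. Beside the alternatives listed here, those summing homeologous copies and those for the genes of enriched terms were not run, because the files do not pair model identifiers with gene names. No log2 fold change or correlation below changed its sign. Among results for single models and single comparisons, 313 stayed, 224 moved and 18 fell below the threshold. The cause was not tested for any of the changes unless a value is given for it.

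For the shared test, reported as 2321 models with GATA4-GR, 2285 with GATA4-GR+Dkk-1, 2327 with Nodal5, 1769 with both GATA4 treatments, 534 with all 3 and 3766 for Nodal5 against GATA4-GR, median-of-ratios size factors and both other filters on low counts stayed within 1.5 times of these counts. With an adjusted p-value under 0.05 the counts were 1488, 1515 and 1293 for the 3 treatments, 281 for all 3 and 2383 for Nodal5 against GATA4-GR. DESeq2's Wald test gave 840 models with all 3 treatments and 7 for adding Dkk-1. Without the 2.5 h libraries the counts were 1359, 1349 and 1240, with 1071 in both GATA4 treatments, 247 in all 3 and 2134 for Nodal5 against GATA4-GR. Without the 5 h libraries, the ones sequenced again, they were 597, 652 and 579, with 483, 84 and 942 for the same comparisons. Without the 7.5 h libraries they were 683, 633 and 555, with 531, 102 and 1338. Without the 24 h libraries GATA4-GR rose to 4460 models, all 3 treatments shared 912, Nodal5 against GATA4-GR gave 7835, and the share of GATA4-GR calls found with GATA4-GR+Dkk-1 fell to 57%. With only the libraries of the treatments compared, Nodal5 gave 290 models, both GATA4 treatments shared 1061, all 3 shared 65, Nodal5 against GATA4-GR gave 1477 and adding Dkk-1 gave 323. Adding Dkk-1 gave 0 models in the fit reported, and 0 under each of the other alternatives run. In the fit reported 664 had an unadjusted p-value under 0.05, fewer than no difference would give.

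For the calls irrespective of time point, reported as 2894, 2994 and 6592 with 1937 in both GATA4 treatments and 818 in all 3, median-of-ratios size factors, DESeq2 and at least 10 counts in 4 libraries stayed within 1.5 times. An adjusted p-value under 0.05 gave 1292, 1398 and 4211, with 896 and 285 shared. No filter on low counts gave 1521 and 1659 for the GATA4 treatments, with 1040 and 348 shared. Gene-wise dispersions without sharing between genes gave 4960 and 5201, with 3124 and 1414 shared. A fixed coefficient of variation of 0.4 gave 3168 and 1883 shared models and shares of 79.9% and 75%, with 3963 and 4224 calls. A fixed value of 0.2 gave 10148, 10231 and 11231 calls, 8369 and 5949 shared and shares of 82.5% and 81.8%. Leaving the 24 h libraries out of the dispersions and the calls gave 2706 and 2422 calls for the GATA4 treatments and 2190 with Nodal5, 513 shared by all 3 and a share of 74.9% of the GATA4-GR+Dkk-1 calls. In this setting calls at 7.5 h rose from 522 to 1845 with GATA4-GR, from 556 to 1873 with GATA4-GR+Dkk-1 and from 272 to 1251 with Nodal5. An absolute log2 fold change of at least 2 gave 5710 and 5647 calls for the GATA4 treatments, 4418 and 2733 shared and shares of 77.4% and 78.2%. An absolute log2 fold change of at least 1 gave 14375, 13997 and 15352 calls, 11964 and 9665 shared and shares of 83.2% and 85.5%.

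Of the alternatives chosen after seeing the data, calls at 2.5, 5 and 7.5 h only gave 717, 658 and 429, with 476 and 55 shared. Dispersions estimated within each time point gave 0 calls with each treatment and 0 shared, and in simulated counts they recovered 0 of 200 changed models, so this setting has no power here. The trend of those dispersions alone gave 1055, 1001 and 2165 calls, 815 and 336 shared and shares of 77.2% and 81.4%. It recovered 57.5% of the simulated changed models with 15.4% false calls. The 4 libraries of a time point are the 4 treatments, so the response to treatment counts as dispersion in both settings. With the trend alone the order of the time points changed: GATA4-GR had 282 calls at 24 h and 608 at 7.5 h, and GATA4-GR+Dkk-1 had 348 and 646, while Nodal5 had 1641 and 518. Under the alternatives set before the data were examined that gave calls at 24 h, the ratio of 24 h to 7.5 h calls ran from 2.2 to 30.2. The share of activated models among the GATA4-GR calls was 60.3% as reported and 60.8% with median-of-ratios size factors. It rose to 72.3% with an adjusted p-value under 0.05, to 70.9% with no filter on low counts, to 75.6% with trended dispersions within each time point and to 79.1% with calls at the early time points only. Repressed models were in the majority with a fixed coefficient of variation of 0.2, where 48.7% were activated, and with an absolute log2 fold change of at least 1, where 49.4% were.

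Pearson correlations of log2 fold changes were higher among the models called in either treatment: 0.871, 0.879 and 0.724 between the early time points of GATA4-GR, GATA4-GR+Dkk-1 and Nodal5, and 0.58, 0.625 and 0.462 between 24 h and the earlier ones. Spearman's coefficients for these were 0.815, 0.807 and 0.531 and then 0.613, 0.664 and 0.400, and 0.91 for GATA4-GR with GATA4-GR+Dkk-1 at the same time point. With a mean of at least 10 CPM the early Pearson coefficients were 0.861, 0.868 and 0.709, Nodal5 between 24 h and earlier gave 0.407, and Spearman's early coefficients were 0.643 for GATA4-GR and 0.52 for GATA4-GR+Dkk-1. At different time points, with no shared library, Pearson's coefficient was 0.491 for GATA4-GR with GATA4-GR+Dkk-1, 0.136 for GATA4-GR with Nodal5 and 0.15 for GATA4-GR+Dkk-1 with Nodal5, and Spearman's was 0.287, 0.0763 and 0.0877. A prior count of 10 moved no median coefficient by 0.1. The called models were selected for large changes in these same libraries, which raises their coefficients.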

Differences from the paper's values

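The paper's dispersions were estimated per condition, whereas the data used here hold 1 library per treatment and time point. Whether further libraries or pooling lay behind the paper's calls is not stated. The source of the differences below is therefore open. The paper reports 1092 DEGs with GATA4, and 2894 gene models were called here. Of the alternatives set before the data were examined, an adjusted p-value under 0.05 (1292) and no filter on low counts (1521) came within 1.5 times of the paper's value, and the others did not. For activated genes the paper's value is 690 against 1746 here, and an adjusted p-value under 0.05 gave 934. For repressed genes the paper's value is 402 against 1148, and the same alternatives gave 358 and 443. With GATA4+Dkk-1 the paper reports 1067 against 2994 here, and an adjusted p-value under 0.05 gave 1398. Its activated genes are 602 in the paper against 1794, which none of those alternatives brought within 1.5 times, and its repressed genes are 465 against 1200, where an adjusted p-value under 0.05 gave 408 and no filter gave 520. With Nodal the paper reports 1696 (829 activated and 867 repressed) against 6592 (2937 and 3655) here, and leaving out the 24 h libraries gave 2190 (1105 and 1085). The paper's overlap of G4 and G4D is 914 against 1937, and an adjusted p-value under 0.05 (896) and no filter (1040) came within 1.5 times. For the genes shared by all 3 treatments the paper's value is 403 against 818, where an adjusted p-value under 0.05 gave 285, no filter 348 and leaving out 24 h 513.

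In the UpSet plot of the paper, read by eye, Nodal alone has about 1200 genes in Fig. 1B against 4988 here, and leaving out 24 h gave 1373. The group of both GATA4 treatments has about 510 in Fig. 1B against 1119, where an adjusted p-value under 0.05 gave 611 and no filter 692. GATA4 alone has about 120 in Fig. 1B against 600, GATA4+Dkk-1 alone about 78 against 628, GATA4+Dkk-1 with Nodal about 75 against 429 and GATA4 with Nodal about 54 against 357, and none of the alternatives set before the data were examined closed these gaps.

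Genes called at both time points of a pair were also read by eye. For GATA4 in Fig. S1B, 2.5 and 5 h share about 440 against 133 here, where leaving out 24 h gave 660 and an absolute log2 fold change of at least 2 gave 614. The pair of 2.5 and 7.5 h shares about 340 against 120. No alternative set before the data were examined came within 1.5 times of that value. Some passed it, with 540 for an absolute log2 fold change of at least 2 and 597 without 24 h. The pair of 5 and 7.5 h shares about 560 against 347. Gene-wise dispersions without sharing gave 420 for it and a fixed coefficient of variation of 0.4 gave 511. With 24 h, the pairs share about 19, about 27 and about 29 in Fig. S1B for 2.5, 5 and 7.5 h against 105, 287 and 321 here, and no alternative came within 1.5 times. For GATA4+Dkk-1 in Fig. S1C, 2.5 and 5 h share about 290 against 86. No alternative set before the data were examined came within 1.5 times of that value, and leaving out 24 h passed it with 597. The pair of 2.5 and 7.5 h shares about 230 against 94, where a fixed coefficient of variation of 0.4 gave 169, and 2.5 and 24 h share about 120 against 69, where at least 10 counts in 4 libraries gave 80, gene-wise dispersions 116 and a fixed coefficient of variation of 0.4 gave 128. For Nodal in Fig. S1D, 2.5 and 5 h share about 400 against 96, 2.5 and 7.5 h about 370 against 93 and 5 and 7.5 h about 590 against 133. Leaving out 24 h gave 510, 425 and 638 for these, and an absolute log2 fold change of at least 2 gave 402, 392 and 599. The Nodal pairs with 24 h are about 28, about 46 and about 46 in Fig. S1D against 114, 146 and 197, and no alternative came within 1.5 times.

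One further setting was chosen after seeing the values, after the paper's counts had been set beside them and after moderated dispersions within each time point had given 0 calls. It uses the trend of the dispersions within each time point. It gave 1055 calls with GATA4-GR (798 activated), 1001 with GATA4-GR+Dkk-1 (721 activated), 2165 with Nodal5 (1056 activated and 1109 repressed), 815 shared by both GATA4 treatments and 336 by all 3, each within 1.5 times of the paper's value. It did so too for the UpSet groups, with 1673, 479, 159, 111, 75 and 81 genes in the order given for Fig. 1B, for the GATA4 pairs of early time points (335, 270 and 472) and for the first 2 early GATA4+Dkk-1 pairs (265 and 257). It did not for repressed genes, with 257 for GATA4-GR and 280 for GATA4-GR+Dkk-1, nor for the Nodal pairs, for the GATA4 pairs with 24 h or for 2.5 and 24 h with GATA4+Dkk-1. For 7.5 and 24 h with GATA4+Dkk-1, about 230 in Fig. S1C, it gave 146, more than 1.5 times away, where the reported setting gave 325 and was within 1.5 times. Calls at 2.5, 5 and 7.5 h only, also chosen after seeing the values, gave 567 activated genes with GATA4-GR and 431 with GATA4-GR+Dkk-1. The group of both GATA4 treatments had 421. These came within 1.5 times of the paper's values, but most other counts in that setting did not. It gave 717 calls with GATA4-GR, 150 of them repressed, and 429 with Nodal5. Both GATA4 treatments shared 476 and all 3 shared 55.

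The paper shows few GATA4 and Nodal genes shared between 24 h and the earlier time points. Here those pairs shared 105, 287 and 321 models with GATA4-GR and 114, 146 and 197 with Nodal5. By number of calls, 24 h had the most here with each treatment, 2549, 2691 and 6424. The paper's own number of calls at 24 h was not compared.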

Other observations

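The tests of the trended dispersions and of the shared control library were chosen only after their results or closely related ones had been seen. What the other tests would show was written down before they were run.

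More gene models were called at 24 h than at 7.5 h, 2549 against 522 with GATA4-GR, a ratio of 4.88. With all libraries thinned to the smallest total the ratio was 5.624, so sequencing depth does not account for it. It was 5.008 without the 100 models with the highest counts at 24 h and 4.69 among the 5771 models with whole expected counts in all libraries, so neither a few abundant models nor reads divided between models account for it. One unusual control library at 24 h was examined through Nodal5 against GATA4-GR, which uses no control: models with an absolute log2 fold change of at least 2 numbered 4325 at 24 h and 2221 at 7.5 h, a ratio of 1.947, above the limit of 1.5 set for this test. By the same measure the ratio against control was 3.07 with GATA4-GR and 4.06 with Nodal5, so the control library at 24 h may account for part of the excess. GATA4-GR+Dkk-1 against GATA4-GR, also without control, gave 406 models at 24 h and 125 at 7.5 h. Pooling of the dispersions over time points was tested first with dispersions estimated within each time point, which gave 0 calls at 24 h and at 7.5 h and thus no ratio. With the trend of those dispersions alone, tried after that outcome, the ratio was 0.4638, with 282 calls at 24 h and 608 at 7.5 h. For Nodal5 the ratio in that setting was 3.17. The 4 libraries of a time point are the 4 treatments, so in both settings the response to treatment itself counts as dispersion, and a larger response at 24 h lowers the calls there by construction. Neither of these settings is informative about pooling. Leaving the 24 h libraries out of the dispersions, an alternative set beforehand, raised the GATA4-GR calls at 7.5 h from 522 to 1845. Pooling with 24 h thus lowered the early calls. Calls at 24 h were not made in that setting, so its effect on the ratio of 4.88 was not measured. A fixed coefficient of variation estimates nothing from the data but sets the same value at every time point. With it the GATA4-GR ratio was 4.46 at a value of 0.4 and 3.66 at 0.2. An excess at 24 h was thus also found without estimated dispersions. Larger variation between libraries at 24 h would give such an excess too, so these ratios do not decide about pooling. Fold changes without any test were larger at 24 h, with a median absolute log2 fold change of 0.602 with GATA4-GR against 0.275 at 7.5 h. These fold changes use no dispersions, so pooled dispersions bear on the number of calls and not on the larger fold changes. A broader response at 24 h remains a hypothesis, since the spread between replicate explants at 24 h was not measured.

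Fold changes of GATA4-GR and Nodal5 correlate across genes, with a median Pearson coefficient of 0.274 at the same time point from 2.5 to 7.5 h and 0.138 at different time points, which share no library. Their quotient was 0.5048, just above the value of 0.5 set as the limit for the shared control library. For GATA4-GR and GATA4-GR+Dkk-1 the medians were 0.838 and 0.61, a quotient of 0.727. The effect itself may also change with time. Within GATA4-GR, pairs of early time points, which share no library, had coefficients of only 0.619, 0.581 and 0.75. The quotients do not separate the shared control library from such a change, so the part due to the library stays open.

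No model passed the threshold for adding Dkk-1. An unadjusted p-value under 0.05 was found for 664, fewer than no difference would give, so the test may be too strict here. When 200 models were given a log2 change of 1 between the GATA4-GR and GATA4-GR+Dkk-1 libraries by thinning their counts, 107 of them were called, and with a log2 change of 2, 167 were. Changes of that size shared by the time points in models with a mean of at least 50 counts would thus have been found in part, and smaller changes or changes at 1 time point could have been missed. With only the libraries of both treatments, 323 models were called. Of the 8 splits of these 8 libraries within time points, 2 gave as many, the real one and another with 651, so the 323 calls are not set apart from other groupings.

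For the comparisons with control fitted on their own 8 libraries, the real grouping gave 1565 models with GATA4-GR, 1526 with GATA4-GR+Dkk-1 and 290 with Nodal5. Among the other splits within time points the highest counts were 3, 0 and 2, so 1 of the 8 splits, the real one, gave as many in each case. With 8 splits the share cannot fall below 0.05.

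A hypothesis from the repressed calls at 24 h is that treated explants gain fewer of the models that rise in control from 7.5 to 24 h. In control, 4388 models rose by a log2 change of at least 2, and 34.8% of them also rose in Nodal5, while 44.2% of the 3452 models that rose in Nodal5 rose in control. The difference was -9.4 percentage points. Both shares count the same 1526 models that rose in both, so the sign restates that fewer models rose in Nodal5 than in control, and the hypothesis came from models already called lower than control at 24 h. The test therefore does not bear on the hypothesis. The shares were 50.1% and 56.1% for GATA4-GR, and 57.1% and 52.8% for GATA4-GR+Dkk-1. Of the 3570 models repressed with Nodal5 at 24 h, 1836 were among those that rose in control. An unusual control library at 24 h may give the same difference.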
